# 14-3-3ζ coordinates adipogenesis of visceral fat

**DOI:** 10.1038/ncomms8671

**Published:** 2015-07-29

**Authors:** Gareth E. Lim, Tobias Albrecht, Micah Piske, Karnjit Sarai, Jason T. C Lee, Hayley S. Ramshaw, Sunita Sinha, Mark A. Guthridge, Amparo Acker-Palmer, Angel F. Lopez, Susanne M. Clee, Corey Nislow, James D. Johnson

## Abstract

The proteins that coordinate complex adipogenic transcriptional networks are poorly understood. 14-3-3ζ is a molecular adaptor protein that regulates insulin signalling and transcription factor networks. Here we report that 14-3-3ζ-knockout mice are strikingly lean from birth with specific reductions in visceral fat depots. Conversely, transgenic 14-3-3ζ overexpression potentiates obesity, without exacerbating metabolic complications. Only the 14-3-3ζ isoform is essential for adipogenesis based on isoform-specific RNAi. Mechanistic studies show that 14-3-3ζ depletion promotes autophagy-dependent degradation of C/EBP-δ, preventing induction of the master adipogenic factors, Pparγ and C/EBP-α. Transcriptomic data indicate that 14-3-3ζ acts upstream of hedgehog signalling-dependent upregulation of *Cdkn1b/*p27^Kip1^. Indeed, concomitant knockdown of p27^Kip1^ or Gli3 rescues the early block in adipogenesis induced by 14-3-3ζ knockdown *in vitro*. Adipocyte precursors in 14-3-3ζKO embryos also appear to have greater Gli3 and p27^Kip1^ abundance. Together, our *in vivo* and *in vitro* findings demonstrate that 14-3-3ζ is a critical upstream driver of adipogenesis.

## Abstract (web summary)

14-3-3 family proteins are adaptor proteins involved in various cellular functions. Here Lim *et al*. show that 14-3-3ζ regulates adipogenesis *in vitro*, and the formation of visceral fat in mice, by reducing autophagic degradation of the adipogenic master transcription factor C/EBP-δ.

Obesity, a risk factor for many diseases, can result from increased proliferation and/or differentiation of adipocyte precursor cells^1^,^2^,^3^. Modulating processes that control the expansion or differentiation of adipose tissue may yield promising drug targets^4^,^5^, but an incomplete understanding of the complex gene networks that underlie adipogenesis stands in the way of this goal. Precise temporal and spatial control of specific protein–protein and protein–DNA interactions drive the induction of master adipogenic factors^6^,^7^. The principle events underlying adipogenesis involve the nuclear translocation of CCAAT/enhancer-binding protein (C/EBP)-β and C/EBP-δ to initiate the adipogenic programme, leading to the expression of C/EBP-α and peroxisome proliferator-activated receptor-γ (Pparγ) during terminal adipocyte differentiation^6^,^7^. Currently, it is not known which proteins ensure the accurate binding and localization of such transcriptional complexes in adipocytes.

Signalling events and networks can be coordinated by adaptor proteins, which facilitate the proper localization of effector molecules, transcription factors and kinases^8^,^9^,^10^. Adaptor proteins, such as those of the highly conserved 14-3-3 protein family, remain poorly understood compared with other classes of signalling molecules. These adapters interact with transcription factors harbouring canonical phosphorylated serine and threonine motifs, facilitating their nuclear import or export^9^,^10^,^11^. Little is known about the specific adaptor proteins that coordinate the stability and/or nuclear translocation of critical adipogenic factors, but 14-3-3 proteins are ideal candidates. While 14-3-3 isoforms across species display a high degree of homology and may have some functional redundancy, each isoform could perform unique, context-specific functions^12^,^13^. We have demonstrated that not all 14-3-3 isoforms have equal roles in pancreatic β-cell survival^14^. Whether 14-3-3 isoforms specifically regulate other physiological processes, such as adipogenesis, is still unclear due to the lack of functional studies employing side-by-side comparisons.

Aberrant 14-3-3 protein abundance has been proposed to drive the development of various chronic diseases^15^,^16^. In fact, elevations in 14-3-3β, 14-3-3γ and 14-3-3ζ protein levels have been reported in adipose tissue from obese individuals^17^,^18^,^19^. Whether such increases have causal roles in the development of obesity is unclear, but these observations suggest pro-obesogenic roles of this family of adaptor proteins. Given the ability of 14-3-3 proteins to control differentiation in other cell types^20^, it is reasonable to hypothesize that one or more 14-3-3 proteins could play pivotal roles in adipogenesis.

We report herein that out of the seven 14-3-3 isoforms, only 14-3-3ζ plays an essential role in adipocyte differentiation *in vitro*. Deletion of 14-3-3ζ in mice causes marked reductions in adipose tissue within specific depots, as well as metabolic impairments, while 14-3-3ζ overexpression promotes fat tissue expansion without deleterious metabolic defects. Targeted analysis and unbiased transcriptomics reveals complex mechanisms whereby 14-3-3ζ regulates a diverse set of parallel and sequential events to drive the adipogenic programme. Loss of 14-3-3ζ causes the aberrant expression of hedgehog signalling effector, Gli3, and the cyclin-dependent kinase inhibitor, p27^Kip1^, which attenuates adipogenesis. Taken together, our data support the concept that 14-3-3ζ is a critical upstream regulator of adipocyte differentiation. Therefore, targeting 14-3-3ζ and components of its interactome may represent novel therapeutic targets for obesity.

## Results

### 14-3-3ζ regulates adiposity and adipocyte differentiation

To understand the developmental and physiological roles of 14-3-3ζ, we examined 14-3-3ζ-knockout mice (14-3-3ζKO). This previously generated mouse model had been used to implicate 14-3-3ζ in PI3K activation^9^, but characterizations of body composition and/or energy homeostasis had not been reported. Before birth, 14-3-3ζKO embryos were smaller and weighed significantly less than wild-type embryos (Fig. 1a; Supplementary Fig. 1a). Despite catching up in length to wild-type mice in early adulthood (24 weeks), 14-3-3ζKO mice were significantly lighter than wild-type controls due to significantly reduced fat mass as revealed by DEXA body composition analysis (Fig. 1b,c; Supplementary Fig. 1b,c). Analysis of subcutaneous and visceral fat depots showed significant decreases in both gonadal fat and peri-renal fat, but no effect on inguinal fat or brown adipose tissue (Fig. 1d; Supplementary Fig. 1d). The reduction in fat mass was reflected by significantly reduced fasting and random-fed plasma leptin concentrations, as well as significantly lower triglyceride levels in 14-3-3ζKO mice (Supplementary Fig. 1e). The decrease in adiposity was not associated with alterations in energy expenditure or food intake (Supplementary Fig. 1f), suggestive of a specific function of 14-3-3ζ in adipocytes.

Analysis of white adipocyte morphology in gonadal fat pad cross-sections showed significantly smaller adipocytes in 14-3-3ζKO mice (Fig. 1e,f), suggesting a less mature cellular phenotype. Protein abundance of Foxo1 and Pparγ, markers indicative of mature adipocytes, were significantly reduced in 14-3-3ζKO gonadal white adipocytes (Fig. 1g). *Pparg* mRNA was not altered, suggesting post-transcriptional regulation of this master adipogenesis regulator (Fig. 1h). Of the C/EBP isoforms, only mRNA expression of C/EBP-α was significantly reduced in 14-3-3ζKO adipocytes (Fig. 1i), as were *Fasn* and *Atgl* mRNA (Fig. 1h). These observations suggest that 14-3-3ζ deletion results in poorly differentiated, immature adipocytes. The decrease in fat pad size was not associated with increased steady-state apoptosis, quantified by western blot analysis of cleaved caspase-3 (Fig. 1g). Quantitative PCR confirmed that expression levels of remaining 14-3-3 isoforms were unchanged in 14-3-3ζKO mice (Fig. 1j), which indicates that any effects in adiposity were specific to changes in 14-3-3ζ expression and not influenced by alterations in the expression of other 14-3-3 members. Thus, 14-3-3ζ controls the development and maturity of adipocytes *in vivo*.

The lean phenotype of the 14-3-3ζKO mice prompted us to examine whether excess lipids had accumulated in non-adipose tissue sites. Indeed, 14-3-3ζKO livers exhibited mild steatosis (Supplementary Fig. 1g). Hepatic *Hsl* expression was decreased in 14-3-3ζKO mice (Supplementary Fig. 1h), but no differences in genes encoding gluconeogenic enzymes were observed between wild-type or knockout mice (Supplementary Fig. 1i).

### Decreased glucose and insulin tolerance in 14-3-3ζKO mice

Decreased 14-3-3ζ abundance is associated with insulin resistance in humans^21^, but it is unclear if this relationship is causative. Thus, we evaluated glucose homeostasis and insulin sensitivity in 14-3-3ζKO mice. No differences in fasting glucose levels were observed between groups (Fig. 1k,m). Intraperitoneal glucose and insulin tolerance tests revealed that 14-3-3ζKO mice were mildly glucose intolerant and exhibited mild systemic insulin resistance (Fig. 1k–n). Significantly higher fasting plasma insulin concentrations were seen in 14-3-3ζKO mice (Supplementary Table 1), but the decrease in insulin sensitivity was not due to differences in circulating adiponectin concentrations in 14-3-3ζKO mice (Supplementary Table 1). The decrease in insulin sensitivity was associated with decreased Akt activation in livers of 14-3-3ζKO mice following an intraperitoneal insulin bolus (Supplementary Fig. 1j).

### Over-expression of 14-3-3ζ promotes healthy fat expansion

Obesity has been associated with increased adipose tissue 14-3-3 protein abundance in several studies^17^,^18^,^19^, although it is unknown whether this change alone is sufficient to increase adiposity. To test this hypothesis, we studied transgenic mice with modest global overexpression of 14-3-3ζ under the control of the ubiquitin-C promoter^22^. Levels of the transgene were equally expressed in insulin-sensitive gonadal white adipose tissue and skeletal muscle (Fig. 2a), as well as other tissues^22^. At 52 weeks of age, 14-3-3ζ transgenic mice were significantly heavier than their wild-type littermate controls even when fed a normal chow diet (Fig. 2b). Notably, 14-3-3ζ transgenic mice did not develop glucose intolerance or insulin resistance (Supplementary Fig. 2a–d), suggesting expansion of metabolically neutral adipose tissue.

Next, we tested whether overexpression of 14-3-3ζ promotes increased capacity for adipose expansion in the context of nutrient excess. Indeed, high-fat diet feeding for 8 weeks triggered significantly greater weight gain and fat mass in 14-3-3ζ overexpressing mice when compared with wild-type littermates (Fig. 2c–e). Furthermore, these mice had significantly higher *Pparγ*, *Lpl* and *Ap2* expression in gonadal white adipocytes (Fig. 2f). Overexpression of 14-3-3ζ did not affect expression of other 14-3-3 isoforms in adipose tissue (Fig. 2g), suggesting that these effects are solely due to increased levels of 14-3-3ζ. High-fat diet promoted the expected glucose intolerance in both wild-type and 14-3-3ζ-overexpressing mice (Fig. 2h). However, despite markedly greater weight gain, there were no additional deleterious effects on glucose homeostasis in 14-3-3ζ-overexpressing mice. Similarly, no additional negative effects on insulin sensitivity (1.5 U kg^−1^) resulted from the increased fat mass in 14-3-3ζ-overexpressing animals (Fig. 2i). Using a lower dose of insulin (0.75 U kg^−1^), we found that 14-3-3ζ-overexpressing mice were actually more insulin sensitive than wild-type littermate controls (Fig. 2k). The degree of hepatic steatosis following high-fat diet exposure was similar between groups, and no differences in circulating plasma free fatty acids and triglycerides were detected (Supplementary Fig. 2e–g). Analysis of genes associated with hepatic lipid metabolism and gluconeogenesis revealed that 14-3-3ζ-overexpressing mice had decreased transcript abundance of *Fasn*, *Srebp*-1c and *Acc* (Supplementary Fig. 2h,i). Collectively, our findings suggest that 14-3-3ζ is necessary and sufficient to control obesity *in vivo*.

### 14-3-3ζ is required for adipocyte differentiation *in vitro*

The *in vivo* studies described above define critical roles of 14-3-3ζ in obesity. To define the isoform specificity of these effects and the mechanisms by which 14-3-3ζ facilitates adipocyte differentiation, we utilized three *in vitro* models. We first used 3T3-L1 pre-adipocytes, which recapitulate many signalling and transcriptional events leading to the maturation of primary adipocytes^23^, and pre-treated cells with a pan-14-3-3 small molecule inhibitor that disrupts the interaction of 14-3-3 proteins with their target proteins^24^. Inhibition of 14-3-3 proteins blocked adipocyte differentiation and demonstrated a requirement for at least one member of this molecular adaptor family (Fig. 3a). Quantitative PCR revealed changes in expression levels of several 14-3-3 isoforms during *in vitro* adipogenesis, but only 14-3-3ζ mRNA increased and stayed increased during the initial and critical 48- hour period (Supplementary Fig. 3a). To test the individual requirement of each isoform in adipogenesis, validated isoform-specific siRNAs^14^ were transfected into 3T3-L1 pre-adipocytes before differentiation (Supplementary Fig. 3b,c). 14-3-3ζ was the only isoform required for differentiation, as assessed by Oil Red-O staining (Fig. 3b). Knockdown of 14-3-3ζ had no effect on the expression of remaining isoforms (Supplementary Fig. 3c). The effect of 14-3-3ζ depletion was not due to a delay in differentiation, as si14-3-3ζ-transfected 3T3-L1 cells incubated for up to 14 days still did not undergo adipogenesis (Supplementary Fig. 3d). 14-3-3ζ knockdown had similar inhibitory effects on adipogenesis in 3T3-F442A cells (Supplementary Fig. 4a)^25^. The prevention of differentiation was not due to off-target effects of the RNAi approach because embryonic fibroblasts derived from 14-3-3ζKO mice also failed to fully differentiate into adipocytes (Supplementary Fig. 4c). Collectively, our data from three independent, *in vitro* 14-3-3ζ loss-of-function models clearly suggest an essential, cell autonomous role for 14-3-3ζ, but not other 14-3-3 family members, in the process of adipocyte differentiation.

We next assessed the molecular consequences of 14-3-3ζ knockdown *in vitro*. Measurement of early-stage adipogenic transcription factors and mature adipocyte markers revealed a critical role for 14-3-3ζ is this gene network (Fig. 3c,d). Specifically, 14-3-3ζ knockdown prevented the increased abundance of C/EBP-α, Pparγ and Foxo1 (Fig. 3c), which are essential master transcriptional regulators of adipogenesis^7^. The decreases in Foxo1 and Pparγ protein abundance in 14-3-3ζ-deficient 3T3-L1 cells recapitulated the significantly reduced expression of these master adipogenic factors in 14-3-3ζKO adipocytes *in vivo* (Fig. 1h). Depletion of 14-3-3ζ also prevented the induction of adipocyte-specific proteins associated with lipid metabolism (Fig. 3d). In 3T3-F442A cells, the defects in adipogenesis caused by depletion of 14-3-3ζ were also associated with impaired expression of various mature adipocyte markers (Supplementary Fig. 4b). Together, with the *in vivo* data, these results further support a key upstream role of 14-3-3ζ in adipogenesis.

To further elucidate the molecular mechanisms involved in controlling this master adipogenic network, we tested the possibility that 14-3-3ζ might control the abundance of C/EBP-β and C/EBP-δ, regulators of transcription during the early stages of adipogenesis^7^. During the critical first 48 h of 3T3-L1 cell differentiation, we observed parallel increases in the abundance of 14-3-3ζ together with C/EBP-β and C/EBP-δ (Fig. 4a). Pull-down experiments showed that C/EBP-β, but not C/EBP-δ, associated with endogenous 14-3-3ζ in differentiating cells (Fig. 4b,c). As 14-3-3 proteins participate in the nuclear transport of key adipocyte transcription factors^11^, we tested whether 14-3-3ζ knockdown might affect the nuclear translocation of C/EBP-β or C/EBP-δ during differentiation. Indeed, subcellular fractionation experiments demonstrated that the amount of nuclear-localized 14-3-3ζ increased during the differentiation process (Fig. 4d). 14-3-3ζ knockdown had no impact on C/EBP-β nuclear import (Fig. 4d). However, 14-3-3ζ depletion led to an unexpected and marked degradation of C/EBP-δ during differentiation, which reduced its nuclear localization (Fig. 4d). Direct binding to 14-3-3 proteins can prevent protein degradation of target proteins^26^, but we could not detect direct association of C/EBP-δ with 14-3-3ζ (Fig. 4b), suggesting that 14-3-3ζ regulates the stability of C/EBP-δ through indirect mechanisms. We studied the effect of 14-3-3ζ depletion on C/EBP-δ degradation by treating cells with the translation inhibitor cycloheximide and confirmed that 14-3-3ζ affected the stability of C/EBP-δ (Fig. 4e). These findings place 14-3-3ζ actions at early stages of differentiation that are upstream of canonical master adipogenic transcription factors.

We next sought to determine how 14-3-3ζ controls C/EBP-δ protein stability. To examine the possibility of proteasome-mediated degradation of C/EBP-δ, we treated 3T3-L1 pre-adipocytes with MG132 or epoxomicin, during differentiation. Neither inhibitors affected C/EBP-δ stability (Fig. 4f,g) nor were they able to overcome the 14-3-3ζ siRNA-mediated inhibition of 3T3-L1 differentiation into adipocytes (Fig. 4g). Paradoxically, we also observed a 14-3-3ζ-dependent increase in the abundance of CHOP, which is known to inhibit C/EBP-β and C/EBP-δ^27^ and may account for the failure to restore adipogenesis in this context (Fig. 4f). Next we tested the hypothesis that increased autophagy accounted for the decrease in C/EBP-δ following knockdown of 14-3-3ζ, as this isoform has previously been shown to inhibit processes involved in autophagy^28^. Analysis of C/EBP-δ protein abundance revealed that inhibition of autophagy with chloroquine during the last 24 h of the induction period was able to maintain C/EBP-δ abundance in 14-3-3ζ-depleted cells. In contrast, inhibition of autophagy during the entire induction period (0–48 h) did not rescue C/EBP-δ abundance and actually promoted the loss of 14-3-3ζ (Fig. 4h). Therefore, autophagy appears to play complex, context-dependent roles in adipogenesis upstream and downstream of 14-3-3ζ. Inhibition of autophagy itself had inhibitory effects on adipocyte differentiation, and neither 3-methyladenine nor chloroquine rescued the defects in adipocyte differentiation induced by 14-3-3ζ knockdown (Fig. 4i). While these manipulations are not specific to C/EBP-δ, this observation implies that multiple, parallel 14-3-3ζ-dependent processes are important for adipocyte differentiation and prompted us to broaden the scope of our search for additional mechanisms downstream of 14-3-3ζ in the context of adipogenesis.

### 14-3-3ζ regulates cell cycle progression of pre-adipocytes

Loss of 14-3-3ζ may impair the nuclear import of critical transcription factors (Fig. 4d)^11^,^29^ and therefore alter the transcriptome of differentiating adipocytes. Thus, we used RNA sequencing to quantitatively measure global changes in the transcriptome and identify downstream effects of 14-3-3ζ. 

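RNA was sequenced from 3T3-L1 cells, a mouse line of pre-adipocytes that store fat after hormonal induction. Cells were seeded at 90000 per well and transfected with a control siRNA (siCon) or an siRNA against 14-3-3ζ (si14-3-3ζ). Induction began 24 h after transfection, with 172 nM insulin, 500 µM IBMX, which raises cAMP, and 500 nM dexamethasone, a glucocorticoid. RNA was taken at 0, 24 and 48 h of induction. This gave 6 groups of 4 libraries each, 24 libraries in all. The reads were paired-end and 150 bp long. The authors aligned them with TopHat 2.0.11 to mouse build NCBIM37 and computed FPKM (fragments per kilobase of transcript scaled to the number of mapped fragments) with Cufflinks 2.2.0. The deposited values are FPKM and hold no read counts, so the counting error of a single value is unknown. The rule by which the listed loci were chosen is not given in the sources used here. Every listed locus had a highest group mean of at least 1.45 FPKM and at least 1.18 times its lowest group mean. Of simulated unchanged loci, 44.5% fell under that ratio, so the listed loci were already selected for change. An adjusted p over these loci is therefore more lenient than over all expressed genes. The 9251 loci with an FPKM of at least 1 in at least 4 libraries were tested with limma on log2(FPKM + 1), with a mean for each of the 6 groups and a spread shared by all. Differences with a Benjamini-Hochberg adjusted p under 0.05 were called. A log2 fold change on this scale understates the change of genes with a low FPKM. Named lists of genes were compared with all other tested loci by camera, a test in limma, with a preset correlation between genes of 0.01 and again with the correlation estimated from the data. The comparisons, the filter, the gene lists and the rule for naming genes were set before the data were examined. The 4 libraries of a group correlated with each other at 0.974 to 0.993 across loci. The first principal component held 55.7% of the variance and separated the libraries of 0 h from the induced ones, and the second held 13.5% and separated si14-3-3ζ from siCon libraries. The labels number the 4 libraries of each group as replicates, and the paper gives n = 4 per group and at least 3 independent experiments for its analyses in general. Nothing else says that the 4 were separate cultures, so p-values measure the spread between these libraries, which may be technical. Gene positions are from GENCODE M1 on NCBIM37. Of the loci, 576 carry more than 1 gene symbol, and their genes cannot be told apart.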

Over 1,200 genes were significantly altered due to induction of adipocyte differentiation or by knockdown of 14-3-3ζ (0.05 FDR-adjusted *q*<0.05) (Fig. 5a), which is not surprising given the magnitude of the phenotypic differences. 

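Induction changed more genes than knockdown of 14-3-3ζ did. In siCon cells, 5938 of 9251 loci differed from 0 h at 24 h (2848 higher and 3090 lower) and 6434 at 48 h (3133 higher and 3301 lower, limma adjusted p under 0.05). The largest rises by 48 h included Retn, which encodes the fat cell hormone resistin, from 0.390 ± 0.391 to 24.8 ± 8.70 FPKM (SD, n = 4), and the keratin gene Krt13, from 0.281 ± 0.261 to 46.4 ± 26.9. The largest falls included Ifit3, an interferon-induced gene, from 200.2 ± 27.9 to 0.766 ± 0.126 FPKM, the collagenase gene Mmp13, from 125 ± 45.1 to 1.37 ± 0.155, and Acta2, the smooth muscle actin, from 528 ± 36.6 to 15.2 ± 5.46. Induction of si14-3-3ζ cells changed 5573 loci at 24 h and 5201 at 48 h. Knockdown against siCon cells of the same time changed 1596 loci at 0 h (749 higher and 847 lower), 2633 at 24 h (1342 and 1291) and 4272 at 48 h (2159 and 2113). Of these, 107, 217 and 405 differed more than 2-fold, and most of them were lower in si14-3-3ζ cells (92, 167 and 237). The response to induction itself differed with knockdown for 132 loci at 24 h and 1659 at 48 h, by limma's test of that difference. Over the alternatives these counts moved both ways, from 56 to 404 and from 1022 to 2799, as did that of knockdown at 0 h, from 1023 to 2670. Across the 9251 loci, the log2 change from 0 to 48 h in si14-3-3ζ cells followed that in siCon cells with a slope of 0.659 (Pearson r = 0.868), and the change to 24 h with a slope of 0.845 (r = 0.927). These are correlations across genes, which are not independent replicates. Scatter alone also lowers a least-squares slope, so the slopes overstate how much smaller the changes were. The SD of the log2 changes across loci was 0.859 in siCon and 0.782 in si14-3-3ζ cells at 24 h, and 0.918 and 0.697 at 48 h. By limma's F test, 8526 loci, 92.2% of those tested, differed between at least 1 pair of the 6 groups. Some counts fell when 1 library was left out. That of knockdown at 0 h then ran from 1018 to 1430, under its full value each time. Without si14-3-3ζ 0 h replicate 3, the knockdown count at 0 h was 1018 and the count of differing responses at 24 h was 70. Without si14-3-3ζ 24 h replicate 3 the latter was 84.

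**Figure D1:**
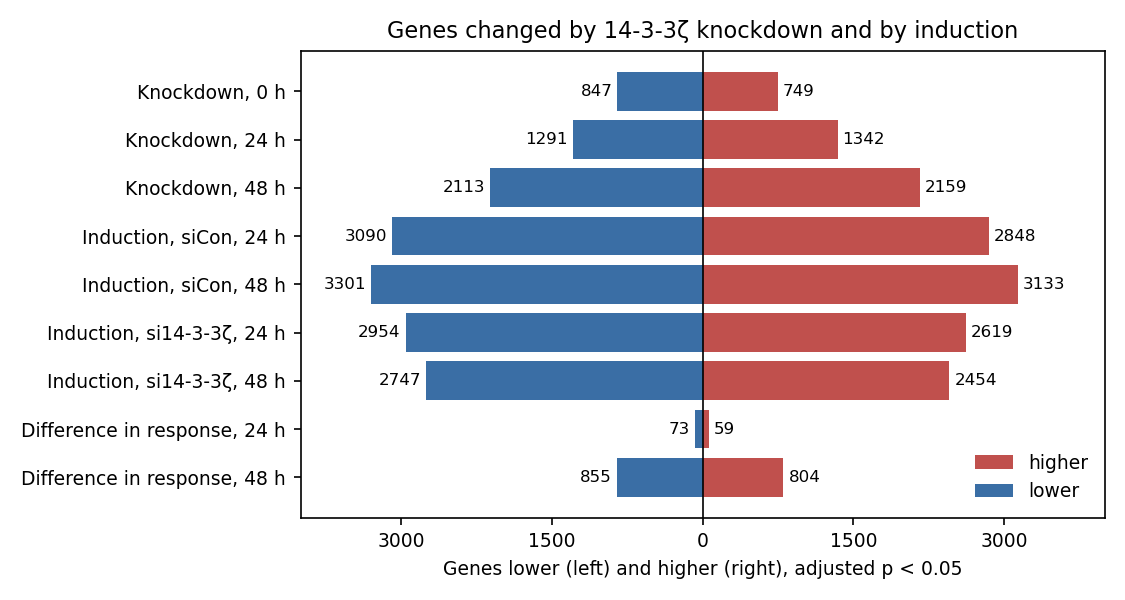
Loci higher (right) and lower (left) at an adjusted p under 0.05, as a bar for each of 9 comparisons: knockdown against siCon at 0, 24 and 48 h, induction against 0 h in siCon and in si14-3-3ζ cells, and the difference between their responses. The number of loci changed by knockdown is 1596 at 0 h, 2633 at 24 h and 4272 at 48 h.

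**Figure D2:**
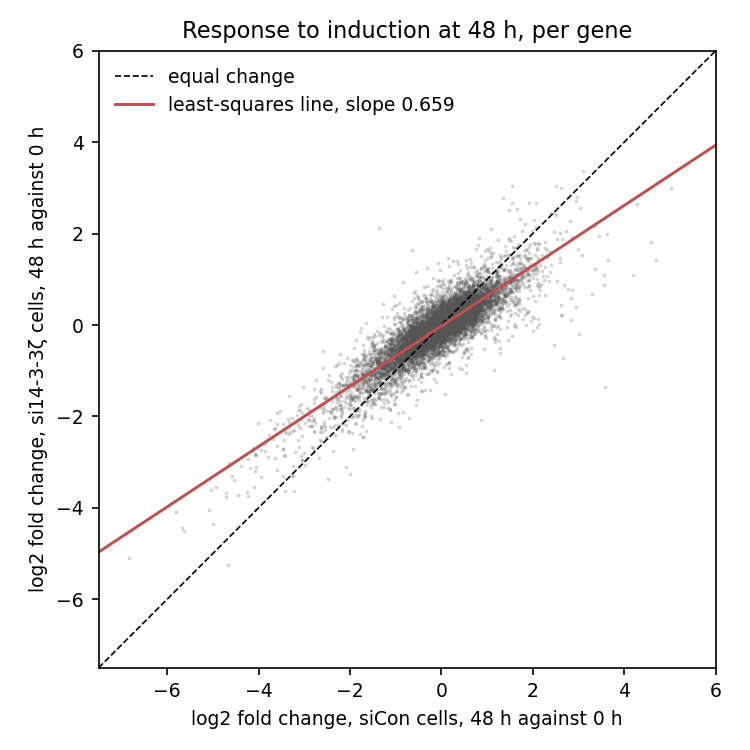
Log2 fold change from 0 to 48 h of induction for each of the 9251 loci, in siCon cells (x axis) and in si14-3-3ζ cells (y axis), each from the means of 4 libraries per group. The dashed line marks equal change and the solid line is the least-squares fit, whose slope of 0.659 is flatter than equality. Scatter alone also flattens such a line.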

Results from the transcriptomic analysis were confirmed by quantitative PCR measurement (Fig. 5b,c). 

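The siRNA lowered its target at every time. Ywhaz, the gene of 14-3-3ζ (XLOC_011182, chromosome 15, 36700525 to 36724302), stood at 29.5 ± 6.26 FPKM (SD, n = 4) in si14-3-3ζ cells and 166 ± 12.7 in siCon cells at 0 h, which is 5.60-fold lower. At 24 h the means were 37.6 ± 11.8 and 226 ± 8.39, 6.00-fold lower, and at 48 h 39.6 ± 11.6 and 259.9 ± 8.24, 6.56-fold lower. The log2 fold changes were −2.47, −2.61 and −2.73 (standard error 0.185 each; adjusted p = 1.1e-08, 3.5e-09 and 1.6e-09 by limma). Pparg (XLOC_026639, chromosome 6, 115311239 to 115440419) encodes the nuclear receptor that drives fat cell differentiation. It did not pass the test at 0 h (49.5 ± 3.23 in si14-3-3ζ and 49.8 ± 10.2 FPKM in siCon cells; adjusted p = 0.98 by limma) or at 24 h (44.0 ± 10.3 and 55.1 ± 13.6; adjusted p = 0.274 by limma). At 48 h it was 2.67-fold lower with knockdown, 44.4 ± 11.2 against 118 ± 30.5 FPKM (log2 fold change −1.39, standard error 0.208, adjusted p = 1.6e-05 by limma). Cebpa (XLOC_028435, chromosome 7, 35904312 to 35906945) encodes C/EBP-α, a transcription factor that acts with Pparγ in maturing fat cells. Between 0 and 48 h of induction it rose from 3.80 ± 0.646 to 57.4 ± 16.1 FPKM in siCon cells and from 4.08 ± 0.289 to 10.8 ± 5.11 in si14-3-3ζ cells (limma, adjusted p = 3.8e-11 and 9.3e-04). The knockdown difference at 48 h was −2.38 on the log2 scale (standard error 0.254, adjusted p = 3.0e-07 by limma), and at 24 h it was −0.56 (adjusted p = 0.106 by limma). Over 48 h, Pparg rose by a log2 fold change of 1.22 in siCon cells (adjusted p = 2.1e-05 by limma) and had a value of −0.19 in si14-3-3ζ cells (adjusted p = 0.454). The responses of both genes to 48 h of induction differed with knockdown (limma's test of the difference, adjusted p = 0.00247 for Pparg and 1.1e-04 for Cebpa). In an exact permutation test of FPKM (2-sided), 5 of the 9 comparisons of these genes had p = 0.0286, the smallest that 4 libraries against 4 allow, and none passed after adjustment over the 9 comparisons, the lowest adjusted p being 0.0514. The 5 are the comparisons that limma called.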

Within the top 25 genes that were significantly changed, we identified genes implicated in adipogenesis, such as *Arxes* and *G0s2* (refs 30, 31) (Supplementary Table 2).

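Genes of fat storage rose with induction in siCon cells and stayed far lower in si14-3-3ζ cells. G0s2 (XLOC_001883, chromosome 1, 195098355 to 195099382) encodes an inhibitor of lipolysis. At 48 h it stood at 40.1 ± 21.5 FPKM (SD, n = 4) in siCon and 2.68 ± 2.28 in si14-3-3ζ cells, 14.9-fold lower (log2 fold change −3.55, standard error 0.436, adjusted p = 1.6e-06 by limma). It was also lower at 24 h, 0.494 ± 0.519 against 4.09 ± 2.18 FPKM (−1.71, adjusted p = 0.00559 by limma), and near 0 in both groups at 0 h. Arxes2 (XLOC_035512, chromosome X, 132528359 to 132529898), a gene of adipocyte differentiation, stood at 39.6 ± 8.14 FPKM in siCon and 8.60 ± 3.34 in si14-3-3ζ cells at 48 h (−2.13, standard error 0.239, adjusted p = 5.4e-07 by limma). Its neighbour and close paralog Arxes1 (XLOC_035513, chromosome X, 132567906 to 132569485) stood at 2.52 ± 0.912 and 0.590 ± 0.358 (−1.14, adjusted p = 3.3e-05 by limma). Reads may be shared between the pair, so the split between them is uncertain. Neither passed the test at 0 or 24 h. Of 24 measured genes of mature adipocytes, a list that includes these 3, 22 were lower with knockdown at 48 h and 0 were higher (23 lower when adjusted over the list alone), with a median log2 fold change of −2.13. Among them, Cidec, a protein of the lipid droplet surface, was 11.2-fold lower (5.40 ± 3.16 against 60.6 ± 29.4 FPKM), the fatty acid carrier Fabp4 stood at 219 ± 66.7 against 2173 ± 1299.5, and Lipe, the hormone-sensitive lipase, at 17.3 ± 7.31 against 94.8 ± 13.6. At 24 h, 6 of the 24 were lower (5 when adjusted over the list alone). At 0 h a single member was, Lpl, the lipoprotein lipase, at 333 ± 67.6 against 1212 ± 144 FPKM (−1.87, adjusted p = 2.1e-05 by limma). Between 0 and 48 h, 20 of the 24 rose in siCon cells (median log2 fold change 2.12) and 9 in si14-3-3ζ cells (0.31). The response of 19 was lower with knockdown by limma's test of the difference. Against all other loci, camera gave the list an adjusted p of 1.3e-12 at 48 h (adjusted p = 0.259 with an estimated correlation) and 0.0049 at 24 h (adjusted p = 0.612 with an estimated correlation). The fry test, which does not compare a list with other loci, did not call it at 24 h (0.106).

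**Figure D3:**
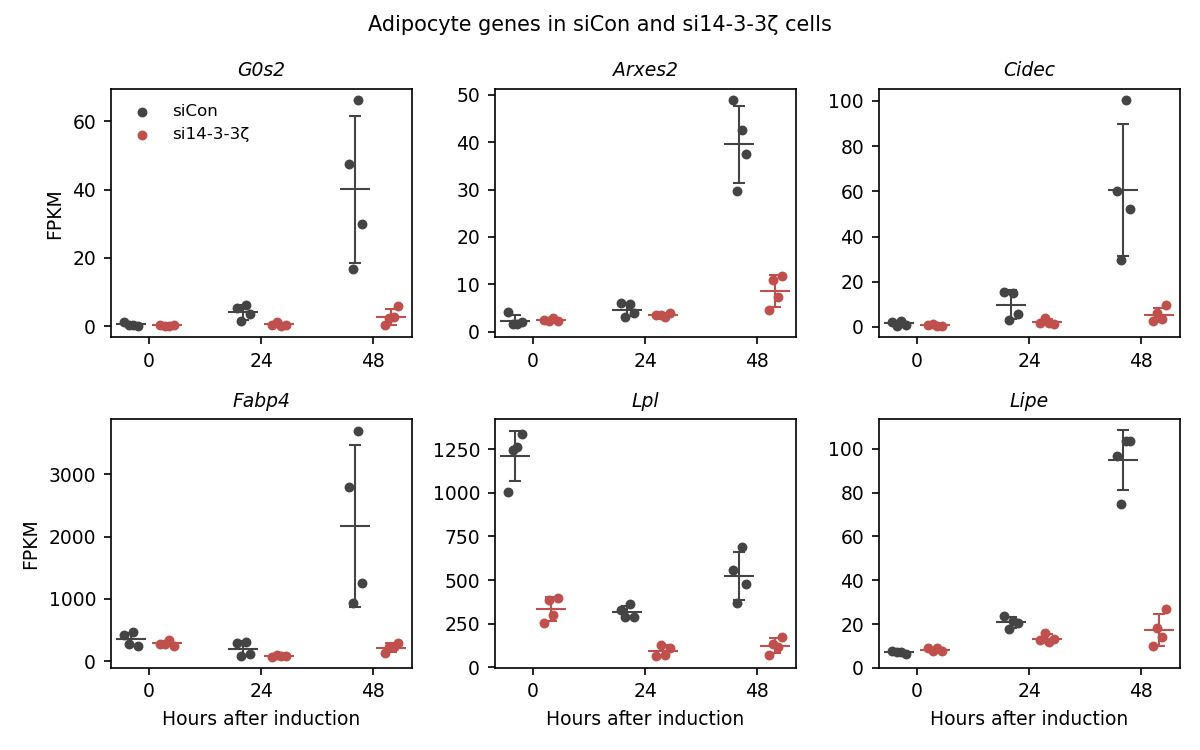
FPKM of G0s2, Arxes2, Cidec, Fabp4, Lpl and Lipe at 0, 24 and 48 h of induction in siCon and si14-3-3ζ cells. Points are single libraries (n = 4 per group), horizontal lines their means and bars the SD, and Lpl differs already at 0 h (333 ± 67.6 in si14-3-3ζ and 1212 ± 144 in siCon cells), and the other 5 genes separate most at 48 h.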

To gain a broader understanding of how 14-3-3ζ depletion affects biological processes within the differentiating adipocyte, we first compared significantly changed genes at *t*=0, 24 and 48 h after differentiation (Fig. 5d, Supplementary Fig. 5a,b). 

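At 0 h, before induction, the largest falls with knockdown after Ywhaz itself were in secreted immune proteins. Saa3, an acute-phase protein, fell from 7895 ± 2414 FPKM (SD, n = 4) in siCon to 1527 ± 162 in si14-3-3ζ cells, and the chemokine gene Ccl8 from 281 ± 44.8 to 59.5 ± 9.25 (log2 fold changes −2.32 and −2.22, limma adjusted p = 6.5e-06 and 1.2e-06). The largest rises at 0 h were in Id2, an inhibitor of helix-loop-helix transcription factors, from 3.03 ± 1.44 to 18.8 ± 8.00 FPKM, and Cntfr, a cytokine receptor, from 1.05 ± 0.375 to 8.59 ± 1.92 (log2 fold changes 2.26 and 2.22, limma adjusted p = 8.7e-06 and 5.2e-09). At 24 h Pmepa1, a TGF-β target, fell by more than Ywhaz, from 93.7 ± 22.2 to 10.6 ± 2.58 FPKM (log2 fold change −3.02, limma adjusted p = 5.2e-10). Inhba and Il11, which encode an activin subunit and an interleukin, were also among the 10 largest falls (−2.27 and −2.42). At 48 h the genes of fat storage Cd36, a fatty acid transporter, Agpat9, an enzyme of triglyceride synthesis, and Fabp5, a fatty acid carrier, were among the 10 largest falls (−3.18, −3.25 and −2.82 on the log2 scale). Trnp1, a regulator of proliferation, rose at all 3 times, by 1.52, 2.17 and 2.93, and was the largest rise of 24 and 48 h among genes whose libraries did not overlap (limma, adjusted p = 2.0e-06 and 1.6e-08). In total, 729 loci were called at all 3 times, of which 337 were higher and 370 lower each time. Lists drawn independently would share 25.4 and 27.0. That is not a fair reference, since the 3 tests use the same estimate of each gene's spread and the loci were selected for change. Genes with a small spread are called more readily at every time. At least 1 call was made for 5479 loci. Across the 9251 loci, the log2 fold changes of knockdown correlated at r = 0.636 between 0 and 24 h, 0.633 between 24 and 48 h and 0.437 between 0 and 48 h, across genes that are not independent replicates. No library was shared between the times.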

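Matrix, glycolytic and stress response genes were lower in si14-3-3ζ cells before and during induction. Of 29 genes of the extracellular matrix, 15 were lower and 1 higher with knockdown at 0 h, 21 and 1 at 24 h, and 14 and 6 at 48 h (16, 24 and 16 lower when adjusted over the list alone). Timp1, which inhibits matrix proteases, stood at 192 ± 27.2 FPKM (SD, n = 4) in si14-3-3ζ and 632 ± 55.8 in siCon cells at 24 h. Lox, which crosslinks collagen, was lower at 24 h (−0.93 on the log2 scale) and higher at 48 h (0.47, limma adjusted p = 7.9e-08 and 8.3e-05). The list's camera p was 3.9e-10 at 0 h and 9.7e-12 at 24 h (adjusted p = 0.108 and 0.0963 with an estimated correlation). At 48 h it was 0.0453 (adjusted p = 0.601 with an estimated correlation), and there it was lost with quantile normalization (0.152), with a mean FPKM of at least 5 (0.0846), and without siCon 48 h replicate 2 (0.142), si14-3-3ζ 48 h replicate 1 (0.0675) or 2 (0.0546), or si14-3-3ζ 0 h replicate 2 or 3 (0.05 each). Of 15 genes of glycolysis, 9, 14 and 10 were lower at 0, 24 and 48 h and 0 were higher (11, 14 and 10 when adjusted over the list alone). They include Gapdh (−0.64, −0.98 and −1.07 on the log2 scale) and the glucose transporter gene Slc2a1 (−0.77 at 24 h). Camera gave glycolysis adjusted p of 6.4e-06, 1.3e-12 and 2.3e-04 (adjusted p = 0.298, 0.1 and 0.372 with an estimated correlation). Of 18 targets of the integrated stress response, 9, 11 and 13 were lower (12, 13 and 13 when adjusted over the list alone), among them Mthfd2, a mitochondrial folate enzyme (−0.83, −0.87 and −1.18). The single higher member was Sesn2, at 48 h (0.49), which p53 also activates. Of 21 chaperone genes of the endoplasmic reticulum, 6, 8 and 16 were lower and 0, 1 and 1 higher (the same numbers when adjusted over the list alone). At 48 h, Hspa5, the main chaperone, and Xbp1, a transcription factor of the unfolded protein response, changed by −0.76 and −1.38. The camera p of the stress response were 2.3e-06, 2.0e-05 and 9.3e-05 (adjusted p = 0.298, 0.298 and 0.348 with an estimated correlation), and those of the chaperones 1.1e-04, 0.0026 and 1.7e-05 (adjusted p = 0.126, 0.293 and 0.0993 with an estimated correlation).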

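Of 16 inflammatory genes, 5 were lower and 0 higher at 0 h, 10 and 1 at 24 h, and 2 and 5 at 48 h (7, 10 and 2 lower and 1, 1 and 5 higher when adjusted over the list alone). The chemokine gene Cxcl1 was lower at 24 h (−1.75), and the adhesion molecule gene Vcam1 higher at 48 h (0.76). Camera called the inflammatory list at 0 and 24 h (0.00283 and 0.0019; adjusted p = 0.298 at both times with an estimated correlation) and not at 48 h (0.263, and 0.0389 by the fry test). Of 19 genes of the actin cytoskeleton, 3, 2 and 9 were higher and 0, 2 and 2 lower at 0, 24 and 48 h (3, 3 and 9 and 0, 4 and 2 when adjusted over the list alone). Higher at 48 h were, among them, the calponin gene Cnn2 and Acta2 (41.2 ± 13.1 FPKM in si14-3-3ζ and 15.2 ± 5.46 in siCon cells). Camera called the list at 48 h (0.00346, and adjusted p = 0.372 with an estimated correlation). It also called it at 0 h (0.0453), a call lost with an estimated correlation (0.523), the fry test (0.0508), a pseudocount of 0.1 (0.0608), a mean FPKM of at least 5 (0.0559), in the 18 libraries numbered 2 to 4 (0.179), and without si14-3-3ζ 0 h replicate 1 (0.0961), si14-3-3ζ 0 h replicate 2 (0.0533), si14-3-3ζ 0 h replicate 3 (0.155), siCon 0 h replicate 1 (0.103), siCon 0 h replicate 3 (0.054) or siCon 0 h replicate 4 (0.0569), and not at 24 h (0.875). Camera called none of the lists of adipogenic transcription factors (3, 4 and 3 higher and 0, 2 and 7 lower of 17; lowest limma camera adjusted p = 0.0528, at 0 h), fatty acid synthesis (1, 1 and 1 higher and 1, 3 and 5 lower of 13), cholesterol synthesis (0, 1 and 1 higher and 0, 2 and 7 lower of 17) and pre-adipocyte genes (1, 2 and 6 higher and 1, 6 and 3 lower of 15), and the counts differ by at most 1 when adjusted over the list alone. The adipogenic factors at 0 h were called with median-ratio scaling (0.0458), in the 18 libraries numbered 2 to 4 (0.0394) and without si14-3-3ζ 0 h replicate 1 (0.0419), si14-3-3ζ 24 h replicate 1 (0.049), si14-3-3ζ 24 h replicate 2 (0.0455), si14-3-3ζ 48 h replicate 1 (0.0466), si14-3-3ζ 48 h replicate 2 (0.0489), si14-3-3ζ 48 h replicate 3 (0.0463), si14-3-3ζ 48 h replicate 4 (0.0494), siCon 0 h replicate 2 (0.0449), siCon 24 h replicate 3 (0.0492), siCon 48 h replicate 2 (0.0472) or siCon 48 h replicate 4 (0.0484), and cholesterol synthesis at 48 h (0.0994) was called in these 18 libraries (0.00944) and without si14-3-3ζ 48 h replicate 1 (0.00932). The fry test, which does not compare a list with other loci, called the adipogenic factors at 0 and 48 h (0.0258 and 0.0101), fatty acid synthesis at 24 and 48 h (0.0268 and 5.2e-04) and the pre-adipocyte genes at 24 h (0.0173). Within them, the fatty acid desaturase gene Scd1 was lower at 24 and 48 h (−1.61 and −2.29), and the pre-adipocyte gene Dlk1 was lower at 48 h (−0.63).

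**Figure D4:**
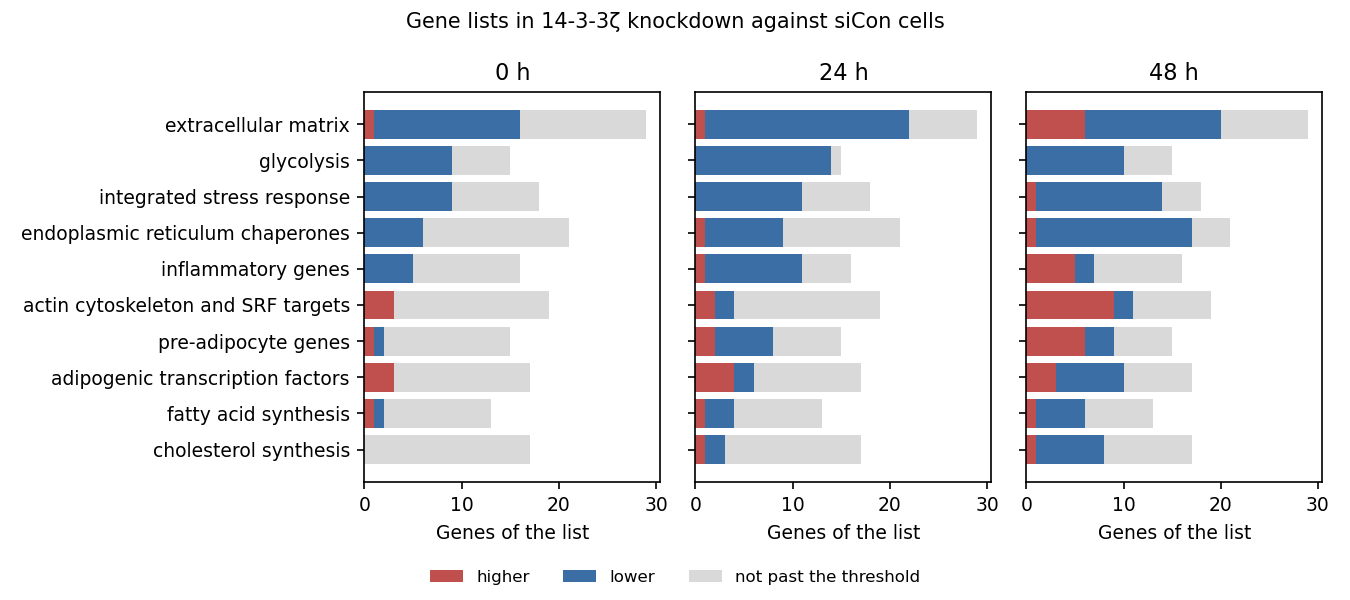
Number of genes higher, lower and not past the threshold (stacked bars, limma, adjusted p under 0.05) in si14-3-3ζ against siCon cells for 10 gene lists at 0, 24 and 48 h (n = 4 libraries per group). The bar of the extracellular matrix holds 21 lower genes of 29 at 24 h, and that of glycolysis 14 of 15.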

Gene ontology classification of significantly differentially expressed genes revealed changes in various biological processes due to 14-3-3ζ knockdown. 

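Genes of DNA replication and of mitosis were lower in si14-3-3ζ than in siCon cells after 48 h of induction. Of 42 measured genes of S phase and DNA replication, 33 were lower and 0 higher at 48 h (35 lower when adjusted over the list alone), with a median log2 fold change of −0.47. Tk1, the thymidine kinase of dividing cells, stood at 24.7 ± 1.29 FPKM (SD, n = 4) in si14-3-3ζ and 67.6 ± 9.34 in siCon cells, and Mcm5, a subunit of the replicative helicase, at 28.7 ± 4.42 and 54.7 ± 9.51 (log2 fold changes −1.41 and −0.90, limma adjusted p = 7.2e-09 and 3.6e-06). E2f2, a transcription factor of the G1-to-S transition, changed by −0.89. Of 44 genes of G2 and mitosis, 22 were lower and 1 higher at 48 h (23 and 1 when adjusted over the list alone; median −0.32). The spindle checkpoint gene Bub1b stood at 27.2 ± 2.20 against 46.6 ± 4.62 FPKM, and the mitotic kinase gene Plk1 changed by −0.76 on the log2 scale (limma, adjusted p = 8.4e-06 and 1.1e-04). Before that time the mitotic genes that passed the test, a minority of the list, ran the other way. At 0 h 11 of the 44 were higher with knockdown and 0 lower, and at 24 h 14 and 0 (11 and 15 when adjusted over the list alone). Nuf2, of the kinetochore, was higher by 0.56 at 0 h and 0.46 at 24 h, and Cdc25c, a phosphatase that starts mitosis, by 0.52 at 24 h (limma, adjusted p = 0.0029, 0.00706 and 0.00605). Of the S phase genes, 4 were higher at 0 h, and 1 was higher and 7 lower at 24 h (2, 0 and 4 when adjusted over the list alone). Induction raised nearly all of these genes in both kinds of cells. From 0 to 48 h, 42 of 42 S phase genes rose in siCon cells (median log2 fold change 1.26) and 36 in si14-3-3ζ cells (0.71), and all 44 mitotic genes rose in both (1.76 and 1.07). By limma's test of the difference, the rise to 48 h was smaller with knockdown for 21 of the 42 and 25 of the 44 genes. Against all other loci, camera gave adjusted p of 1.1e-08 for the S phase list at 48 h (adjusted p = 0.298 with an estimated correlation). For the mitotic list it gave 2.9e-06, 1.6e-04 and 1.2e-04 at 0, 24 and 48 h (adjusted p = 0.417, 0.523 and 0.522 with an estimated correlation). The S phase list was not called at 0 h (0.0994) or 24 h (0.149), but at 0 h it was called in the 18 libraries numbered 2 to 4 (0.0209) and without si14-3-3ζ 0 h replicate 4 (0.0398), siCon 0 h replicate 1 (0.0174) or siCon 0 h replicate 3 (0.0414).

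**Figure D5:**
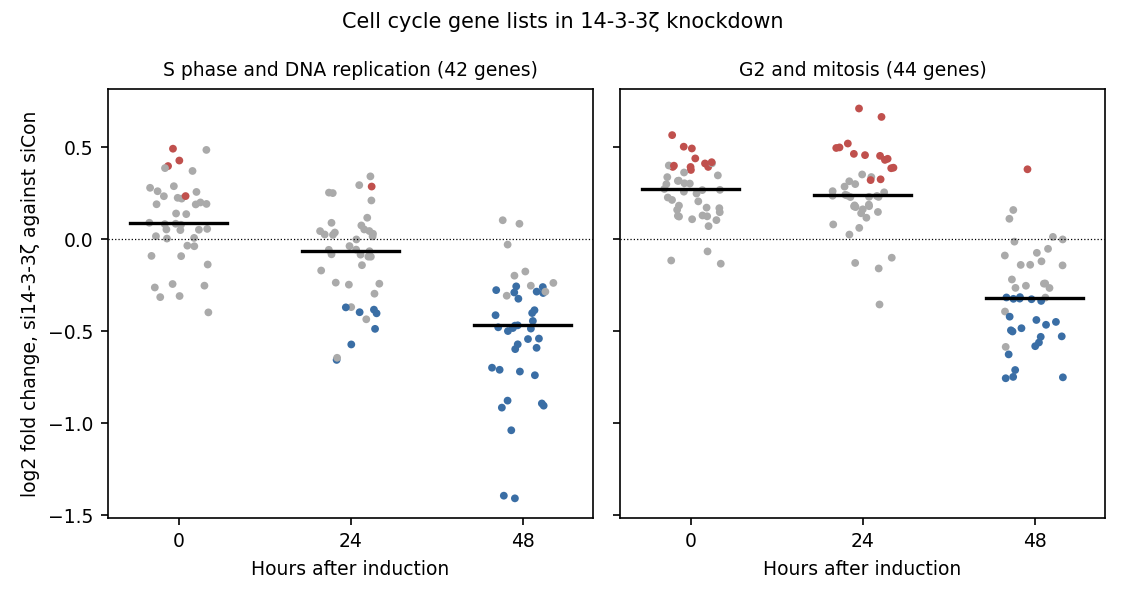
Log2 fold change in si14-3-3ζ against siCon cells of each gene of S phase and DNA replication (42 genes) and of G2 and mitosis (44 genes) at 0, 24 and 48 h of induction. Points are genes, coloured where the adjusted p is under 0.05, and the black line is the median, which for G2 and mitosis goes from 0.27 at 0 h to −0.32 at 48 h.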

Gene-set enrichment analysis^32^ revealed that 14-3-3ζ knockdown significantly modulated multiple cell cycle genes (Supplementary Tables 3–8). We next investigated how 14-3-3ζ regulates the cell cycle, a key process in differentiating 3T3-L1 cells^33^, using flow cytometry. Knockdown of 14-3-3ζ led to an accumulation of cells at G1 phase during the first 48 h of differentiation (Fig. 6a–d). To further understand how depletion of 14-3-3ζ promoted cell cycle arrest, we examined the expression profiles of cell cycle regulatory genes. *Cdkn1b* and its product p27^Kip1^ were consistently upregulated in 14-3-3ζ-depleted cells (Fig. 6e,f). p27^Kip1^ controls the G1- to S-phase transition in murine pre-adipocytes^33^, and defects in adipogenesis were associated with increased p27^Kip1^ abundance during the critical period of differentiation (Fig. 6f). 

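Cdkn1b (XLOC_026828, chromosome 6, 134870419 to 134875531), the gene of the cyclin-dependent kinase inhibitor p27 Kip1, was higher with knockdown at all 3 times. It stood at 56.2 ± 6.90 FPKM (SD, n = 4) in si14-3-3ζ and 35.6 ± 2.71 in siCon cells at 0 h, 1.58-fold higher. At 24 h it stood at 63.7 ± 7.63 and 31.3 ± 1.70, 2.03-fold higher, and at 48 h at 72.8 ± 5.62 and 30.1 ± 2.15, 2.42-fold higher. The log2 fold changes were 0.64, 0.99 and 1.24 (standard error 0.0920 each, limma adjusted p = 6.6e-05, 1.2e-07 and 2.0e-09), and the effect at 48 h was larger than at 0 h (difference 0.61, adjusted p = 0.00296 by limma). All 4 si14-3-3ζ libraries lay above all 4 siCon libraries at each time (exact permutation test, 2-sided, p = 0.0286, which did not pass after adjustment within the figure, adjusted p = 0.0762). Cdkn1a (XLOC_013061, chromosome 17, 29227924 to 29237667), which encodes the related inhibitor p21, was also higher at each time, by 0.49, 0.45 and 0.42 (limma, adjusted p = 0.00803, 0.00903 and 0.00806). From the raised Cdkn1b transcript and p27 Kip1 protein, and the role of p27 Kip1 in entry into S phase, the paper associates this inhibitor with the defect in adipogenesis and goes on to test it by joint knockdown.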

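Cdkn2c, the gene of p18, was higher at 24 h (48.9 ± 4.04 against 24.5 ± 0.833 FPKM), and its call at 0 h (0.52, adjusted p = 0.0173 by limma) was lost without siCon 0 h replicate 1 (0.0571). At 48 h, Cdkn2a, which encodes p16 and p19ARF, stood at 344 ± 22.6 against 236 ± 32.4 FPKM. At 24 h its value of 0.24 passed the test only with quantile normalization (adjusted p = 0.0011) or with the replicate number as a block (adjusted p = 0.00147; 0.0796 otherwise by limma). The kinase gene Cdk6 was higher at 24 and 48 h (0.53 and 1.08), and Cdkn3, a phosphatase gene, at 24 h (0.71, limma adjusted p = 0.00356, 9.7e-07 and 0.00448). The cyclin gene Ccnd1 was lower at 0 and 24 h (−0.60 and −0.64, limma adjusted p = 0.0065 and 0.00219), and at 48 h (0.24, limma adjusted p = 0.185) passed as higher with quantile normalization (0.0449) and without siCon 48 h replicate 2 (0.0297). Cdk1, the mitotic kinase, stood at 87.7 ± 12.4 against 144 ± 17.8 FPKM at 48 h (−0.71, adjusted p = 4.0e-04 by limma). The cyclin gene Ccnd3 changed by −0.43 at 48 h (limma, adjusted p = 0.00221), a call lost with quantile normalization (0.0519). Cdkn2b, the gene of p15, is listed at 2 loci. At XLOC_023217 it was higher at 48 h (55.5 ± 7.93 against 30.4 ± 8.57 FPKM, 0.88, adjusted p = 1.8e-04 by limma), and at XLOC_021824 its value was 0.71 (adjusted p = 0.0503), which passed with a pseudocount of 0.1 (0.0424) and without si14-3-3ζ 48 h replicate 3 (0.0389), siCon 48 h replicate 2 (0.0271) or siCon 48 h replicate 4 (0.0476). The loci around XLOC_023217 lie on the minus strand, where Cdkn2b is annotated (chromosome 4, 88952198 to 88956941), and those around XLOC_021824 on the plus strand. Of the 16 loci of the 15 genes in Fig. 6e, 4 were higher and 4 lower at 0 h, 5 and 1 at 24 h, and 5 and 3 at 48 h (4 and 4, 5 and 1, and 6 and 3 when adjusted over the list alone). The study chose these genes on these samples, so the counts are not independent evidence. Some calls lay near the threshold and were lost when any of several libraries was left out. They were those of Cdk5 at 0 h (−0.30, adjusted p = 0.0184 by limma), lost without si14-3-3ζ 0 h replicate 2 (0.0742), si14-3-3ζ 0 h replicate 3 (0.05) or siCon 0 h replicate 4 (0.0617), and Cdk2 at 48 h (−0.35, adjusted p = 0.0199 by limma), lost without si14-3-3ζ 48 h replicate 3 (0.0655), siCon 48 h replicate 1 (0.0648) or siCon 48 h replicate 3 (0.0871). Cdk6 at 0 h (0.38, adjusted p = 0.0388 by limma) was lost with median-ratio scaling (0.06) and without si14-3-3ζ 0 h replicate 1 (0.125), si14-3-3ζ 0 h replicate 2 (0.0738), si14-3-3ζ 0 h replicate 3 (0.0812), siCon 0 h replicate 2 (0.0528), siCon 0 h replicate 3 (0.137) or siCon 0 h replicate 4 (0.108). Cdkn2b at 0 h was lower at XLOC_023217 (−0.51, adjusted p = 0.0366 by limma), a call lost without si14-3-3ζ 0 h replicate 1 (0.115), si14-3-3ζ 0 h replicate 3 (0.0881), siCon 0 h replicate 2 (0.101), siCon 0 h replicate 3 (0.0511) or siCon 0 h replicate 4 (0.11), and at XLOC_021824 (−0.98, adjusted p = 0.023 by limma), lost with a pseudocount of 0.1 (0.162) and without si14-3-3ζ 0 h replicate 3 (0.0978), siCon 0 h replicate 2 (0.0905) or siCon 0 h replicate 4 (0.055). With the replicate number as a block, limma also called XLOC_023217 (0.00238) and Ccnd2 (0.039) at 24 h.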

To determine whether the regulation of p27^Kip1^ by 14-3-3ζ during adipogenesis was required for adipogenesis, 3T3-L1 cells were co-transfected with siRNA against 14-3-3ζ and p27^Kip1^ (Fig. 6g,h; Supplementary Fig. 6a). Simultaneous knockdown of both proteins rescued the defect in adipocyte differentiation, as observed by Pparγ abundance and Oil Red-O incorporation (Fig. 7g,h; Supplementary Fig. 6b). The rescue of differentiation was specific to *Cdkn1b/*p27^Kip1^ knockdown, as depletion of *Cdkn1a* and *Cdkn2c* did not rescue the defect in adipogenesis (Supplementary Fig. 6d). These observations demonstrate that 14-3-3ζ functions upstream of the master adipogenic transcriptional programme and is required for the proper maintenance of cell cycle progression during adipogenesis.

### 14-3-3ζ inhibits hedgehog signaling to regulate Cdkn1b

Analysis of the *Cdkn1b* promoter revealed that 14-3-3ζ knockdown potentiated basal promoter activity of the region between 939 and 554 (Fig. 7a). Within this region, several binding motifs were identified for Gli proteins (Fig. 7b)^34^, which are hedgehog signalling effectors known to regulate adipogenesis^35^,^36^. Previous studies in other cell types have pointed to physical interactions between the 14-3-3ɛ isoform and Gli proteins^37^. Thus, we assessed whether there are physical and functional links between 14-3-3ζ and Gli proteins. Using Shh-light2 cells^38^ to measure Gli protein-dependent hedgehog activity, we found that 14-3-3ζ knockdown increased both basal and SAG-induced Gli protein-dependent activity (Fig. 7c). The observation that 14-3-3ζ knockdown increased *Cdkn1b* promoter activity and Gli-dependent hedgehog activity (Fig. 7a,c) prompted us to examine whether 14-3-3ζ regulated the expression of hedgehog effectors themselves. 

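Ptch1 (XLOC_008708, chromosome 13, 63610261 to 63674474), the hedgehog receptor that holds the pathway off, was lower with knockdown early in the time course. It stood at 5.02 ± 1.24 FPKM (SD, n = 4) in si14-3-3ζ and 9.41 ± 2.17 in siCon cells at 0 h and at 6.79 ± 1.13 and 11.3 ± 2.28 at 24 h (log2 fold changes −0.79 and −0.65, standard error 0.186 each, limma adjusted p = 0.00521 and 0.0117). At 48 h it was 5.31 ± 1.12 and 6.77 ± 1.51 (−0.30, adjusted p = 0.194 by limma). The call at 24 h was lost without si14-3-3ζ 24 h replicate 3 (0.0512). Smo (XLOC_026034, chromosome 6, 29685694 to 29711365), the signal transducer that Ptch1 inhibits, was 1.32-fold higher with knockdown at 48 h, 86.8 ± 4.90 against 65.6 ± 2.44 FPKM (log2 fold change 0.40, standard error 0.0584, adjusted p = 1.3e-05 by limma). At 0 and 24 h it did not pass the test: 78.9 ± 4.22 against 71.4 ± 3.05 FPKM (0.14, adjusted p = 0.0987 by limma) and 79.3 ± 1.85 against 73.4 ± 2.71 (0.11, adjusted p = 0.166). With quantile normalization both times passed (0.0429 and 0.0272). With the replicate number as a block in limma, Smo passed at 0 h (adjusted p = 0.0459) and not at 24 h (0.096). Gli3 (XLOC_007653, chromosome 13, 15555068 to 15821859), a transcription factor at the end of the pathway, was 1.73-fold higher at 48 h, 30.2 ± 2.05 against 17.4 ± 3.60 FPKM (0.78, standard error 0.119, adjusted p = 2.0e-05 by limma). At 0 h Gli3 stood at 22.0 ± 2.36 against 17.7 ± 1.79 (0.30, adjusted p = 0.082 by limma) and at 24 h at 29.5 ± 0.735 against 26.1 ± 3.92 (0.18, adjusted p = 0.266). With the replicate number as a block in limma, Gli3 passed at 0 h (adjusted p = 0.00814) and not at 24 h (0.0773). The effect on Smo was larger at 48 h than at 0 h (difference 0.26, adjusted p = 0.0344 by limma). By limma, the corresponding differences for Gli3 (0.48, adjusted p = 0.0515) and Ptch1 (0.49, adjusted p = 0.199) did not pass. The target and activator Gli1 was at most a few FPKM, 2.96 ± 0.885 against 1.62 ± 1.03 at 24 h (limma, adjusted p = 0.0451), a call lost with a pseudocount of 0.1 (0.136) and without any of 5 single libraries (si14-3-3ζ 24 h replicate 1 0.0557, si14-3-3ζ 24 h replicate 2 0.126, si14-3-3ζ 24 h replicate 4 0.112, siCon 24 h replicate 1 0.195 or siCon 24 h replicate 3 0.131). The related factor Gli2 passed at no time with all libraries, but at 48 h it did without siCon 48 h replicate 2 (0.0286). Sufu, a negative regulator that binds Gli proteins, was higher at all 3 times (0.41, 0.50 and 0.38, limma adjusted p = 0.00908, 0.00112 and 0.00502). Of 16 measured genes of the hedgehog pathway, 1, 2 and 4 were higher and 1, 2 and 1 lower at 0, 24 and 48 h, with the same counts when adjusted over the list alone, and camera did not call the list (lowest limma adjusted p = 0.123, at 48 h), while the fry test, which does not compare a list with other loci, called it as higher at 48 h (0.00837). Exact permutation tests of FPKM for these 5 genes of Fig. 7d at 3 times gave p = 0.0286 in 4 of 15 comparisons, and with adjustment the lowest exact p was 0.107.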

14-3-3ζ knockdown decreased *Ptch1* expression and significantly increased *Smo* and *Gli3* expression (Fig. 7d). Gli3 can function as an activator or a repressor depending on proteolytic cleavage^39^, and knockdown of 14-3-3ζ did not promote the expression of the repressor form (Fig. 7e). Gli3 was found to complex with 14-3-3ζ during differentiation (Fig. 7f,g), and this was associated with decreased occupancy of Gli3 on the *Cdkn1b* promoter (Fig. 7h), suggesting that 14-3-3ζ restricts Gli3-dependent *Cdkn1b*/p27^Kip1^ expression. In undifferentiated cells, transfection with si14-3-3ζ or siGli3, or co-transfection of si14-3-3ζ and siGli3, upregulated p27^Kip1^ protein abundance. In cells treated with the differentiation cocktail for 48 h, transfection of siGli3 alone potentiated Pparγ protein abundance despite increased abundance of p27^Kip1^. Co-transfection of si14-3-3ζ and siGli3 reduced p27^Kip1^ protein abundance and permitted the induction of Pparγ and ultimately differentiation into a mature adipocyte (Fig. 7i,j). In contrast, knockdown of the closely related *Gli1* and *Gli2* genes did not rescue the defect in adipogenesis (Supplementary Fig. 7). Collectively, these rescue experiments clearly demonstrate that 14-3-3ζ regulates the expression of p27^Kip1^ and the adipocyte progenitor cell cycle through the hedgehog effector Gli3 to control adipocyte differentiation *in vitro*.

### 14-3-3ζ alters Gli3 and p27^Kip1^ expression in e18.5 embryos

The number of adipocytes is established early in life, with minimal proliferation or apoptosis later in adults^40^. The mechanistic studies described above pointed to an early defect in adipogenesis, perhaps at the level of adipocyte precursors, in 14-3-3ζKO mice. Indeed, differences in adiposity could be due to the fact that 14-3-3ζKO mice are born either with a reduction in the number of adipose precursor cells or a specific group of precursors that cannot differentiate into mature adipocytes. Thus, we examined e18.5 stage embryos using Pref-1 as a marker for adipocyte precursors^41^. Qualitatively, the number of Pref-1 cells appeared to be slightly decreased (Fig. 8a). We observed striking reductions in the number of lipid-laden ‘mature' adipocytes in 14-3-3ζKO embryos (Fig. 8a). Adipose precursors in 14-3-3ζKO embryos displayed marked increases in Gli3 and p27^Kip1^ immunoreactivity (Fig. 8b,c), which complements our *in vitro* findings where depletion of 14-3-3ζ increased Gli3 and p27^Kip1^ expression in 3T3-L1 pre-adipocytes (Fig. 6f,g; Fig. 7d). Taken together, these findings suggest that *in vivo* deletion of 14-3-3ζ alters the expression of Gli3 and p27^Kip1^ in adipose precursors in developing embryos before birth and may help set life-long adiposity.

### Effects of high-fat feeding in 14-3-3ζKO mice

Collectively, the data presented above establish that 14-3-3ζ plays a critical role in the differentiation of adipocyte progenitors towards a mature state. Next we assessed whether the adipocytes that do develop in 14-3-3ζKO mice were capable of expanding in response to a high-fat diet challenge. The differences in body weight, body composition and leptin were maintained between 14-3-3ζKO and wild-type mice during a 12-week 60% fat diet (Fig. 9a–c). No differences in fatty acid or triglyceride concentrations were observed (Fig. 9d). High-fat diet-fed 14-3-3ζKO mice were modestly glucose intolerant compared with wild-type controls (Fig. 9e–h). Analysis of white adipocyte morphology from 14-3-3ζKO gonadal fat pads revealed an expansion in size similar to that of wild-type mice fed the high-fat diet (Fig. 8i,j). Transcriptome analysis of adult gonadal white adipose tissue revealed only 78 genes that were significantly changed in 14-3-3ζKO mice (Supplementary Table 9), suggesting that fat from WT and 14-3-3ζKO under these conditions was relatively phenotypically normal. Both genotypes gained weight at a similar rate, suggesting that adaptive weight gain in 14-3-3ζKO mice is still possible via hypertrophy of existing adipocytes (Fig. 9i,j). As 14-3-3ζKO mice still maintain their differences in adiposity, it implies that the functional capacity of precursor cells to differentiate is reduced early in life.

## Discussion

The goal of the present study was to understand the role of a 14-3-3 adaptor protein in obesity and energy homeostasis. We report that the 14-3-3ζ isoform is uniquely essential for full adipogenesis *in vitro* and *in vivo*. Mice lacking 14-3-3ζ had a visceral adipose depot-specific lean phenotype from birth and mild insulin resistance. Transgenic 14-3-3ζ overexpression led to the opposite phenotype, exhibiting age-related and high-fat diet-induced obesity without metabolic dysfunction. Mechanistic studies demonstrated that 14-3-3ζ regulates parallel proximal events underlying adipocyte differentiation, including the control of C/EBP-δ stability and cell cycle entry via hedgehog-dependent p27^Kip1^ expression (Fig. 10). Collectively, our findings reveal unexpected roles for 14-3-3ζ in pathways that govern adipocyte differentiation and demonstrate that elevated 14-3-3ζ expression alone is sufficient to drive obesity.

In the present study, we employed global knockout and overexpression mouse models, which provide information on the systemic effects 14-3-3ζ. However, without tissue-specific gene manipulation it is not possible to formally rule out potential contributions of non-adipocyte cell types and other tissues in the phenotype of these mice. Notwithstanding, our metabolic cage studies suggested that the decreased adiposity was not due to changes in food intake or whole-body energy expenditure, consistent with a primary role for direct effects on fat tissue. The robust defects in adipogenesis could be recapitulated in mouse embryonic fibroblasts derived from 14-3-3ζKO mice and 3T3-L1 and 3T3-F442A pre-adipocytes, which points to cell autonomous effects of 14-3-3ζ in these *in vitro* adipocyte models. Comparing the differentiation of control and 14-3-3ζKO adipose precursors cells transplanted into wild-type mice^42^ would conceivably translate our *in vitro* observations into an *in vivo* context, but we estimate that such an experiment would require up to 25 14-3-3ζKO donor mice, which represents a nearly insurmountable challenge given the low breeding efficiency in our colony. Moreover, such an experiment would not rule out subtle effects of other organ systems on the overall phenotype of the 14-3-3ζKO mice. Collectively, our data point to adipocyte-centred effects of 14-3-3ζ, but it will be important to assess this directly in future studies once adipocyte-specific 14-3-3ζKO mice become available.

Another limitation of our study is that we were unable to determine the precise stage(s) when 14-3-3ζ acts on adipogenesis and glucose homeostasis *in vivo* without temporal control of our gene manipulations. 14-3-3ζKO mice were runted at birth and exhibited rapid catch-up growth. Given that catch-up growth is associated with metabolic disease^43^,^44^, some of the minor effects on glucose homeostasis and insulin sensitivity in 14-3-3ζKO mice may result from aberrant fetal programming. However, the primary phenotype stemming from systemic deletion of 14-3-3ζ was decreased adiposity, rather than robust changes in glucose homeostasis.

The decreased adiposity from birth observed with *in vivo* 14-3-3ζ deletion suggests that 14-3-3ζ may predetermine the number of maturing adipocyte precursors during development to influence adiposity in adulthood^40^. Subcutaneous adipose tissue is thought to develop embryonically, whereas gonadal adipose tissue is thought to develop postnatally^45^,^46^, and while we observed striking reductions in the number of mature adipocytes in 14-3-3ζKO embryos, it is unclear which depots they will correspond to postnatally. 14-3-3ζKO mice still gained weight when challenged with a high-fat diet, suggesting that the developmental effects of 14-3-3ζ can be uncoupled from pathways controlling adipocyte size in adults. Thus, adipocyte precursors in adult 14-3-3ζKO mice, if they play a role in increased adipocyte tissue size, are likely to have intrinsic gene networks that are independent of the functions of 14-3-3ζ (refs 3, 46, 47). It is a limitation of our study that we did not quantify the absolute number of adipocytes in fat pads in our mice, and therefore the relative roles of hyperplasia versus hypertrophy are uncertain in our models.

Molecular adaptors have not been well studied in the context of obesity or glucose homeostasis. Knockdown of 14-3-3β has previously been reported to impair 3T3-L1 differentiation due to defects in lipid storage processes^48^, but we were unable to replicate its requirement using our siRNAs validated not to affect other 14-3-3 isoforms. In contrast, we found a unique role for 14-3-3ζ in controlling the induction of the master adipogenic transcription factors Pparγ and C/EBP-α, which are required for the expression of genes involved in lipid uptake and storage. Pparγ and C/EBP-α are both dependent on the actions of and activation of C/EBP-β and C/EBP-δ (refs 6, 7). Depletion of 14-3-3ζ promoted autophagy-dependent degradation of C/EBP-δ, but additional studies are warranted to understand how 14-3-3ζ controls C/EBP-δ stability, as neither protein was found to direct interaction with the other. We did observe interactions of 14-3-3ζ with C/EBP-β during differentiation, which suggests a novel mechanism by which 14-3-3ζ may exert its effects on adipogenesis. Before binding to the Pparγ promoter, C/EBP-β is known to form macromolecular complexes consisting of transcription factors, coregulators and 14-3-3θ (refs 49, 50). As 14-3-3 proteins form heterodimers^9^,^10^, 14-3-3ζ may dimerize with 14-3-3θ to aid in the formation of these complexes to drive the expression of Pparγ. It should be clearly noted that it remains unclear whether the interaction between C/EBP-β and 14-3-3ζ is direct or indirect, and it is not known whether C/EBP-β harbours the canonical phosphorylation motifs that promote binding^9^,^10^. We also found that 14-3-3ζ controls the expression of other genes reported to be required for adipogenesis, such as *G0s2* and *Arxes*^30^,^31^. Our data point to multiple roles for 14-3-3ζ in the highly regulated process of adipogenesis.

We also identified a novel role for 14-3-3ζ in adipocyte progenitor cell cycle progression. Adult human pre-adipocytes, derived from subcutaneous adipose tissue, are not thought to undergo mitotic clonal expansion before undergoing adipogenesis^51^,^52^, but it remains unclear whether this also applies to fetal pre-adipocytes and/or pre-adipocytes from other depots. Murine pre-adipocytes enter the cell cycle during differentiation via the rapid turnover of p27^Kip1^ to promote the expression of C/EBP-β and C/EBP-δ^7^,^33^. Depletion of 14-3-3ζ *in vitro* and *in vivo* promoted the aberrant expression of *Cdkn1b/* p27^Kip1^, which prevented adipogenesis *in vitro*. Examination of the *Cdkn1b* promoter revealed binding sites for Gli transcription factors, which are established effectors of the hedgehog signalling pathway and known to interact with 14-3-3 proteins^36^,^37^. Activation of hedgehog signalling attenuates adipogenesis^35^,^53^, but the downstream effectors that mediate these effects have yet to be fully elucidated. Gli proteins are required for development and organogenesis^39^,^54^, and their ability to function as transcriptional activators or repressors^39^,^54^ made them likely candidates to mediate the inhibitory actions of hedgehog signalling on adipogenesis. Our findings directly implicate Gli3 in this process *in vitro*, as knockdown of 14-3-3ζ potentiated Gli protein-dependent transcriptional activity and Gli3 depletion was sufficient to restore adipogenesis in 14-3-3ζ-depleted cells. This places 14-3-3ζ upstream of hedgehog signalling, p27^Kip1^-dependent cell cycle progression and ultimately adipogenesis. The *in vivo* function of Gli3 in the regulation of adipogenesis requires further study, but we observed co-localization of Gli3, in addition to p27^Kip1^, in all Pref-1-marked adipocyte precursor cells in 14-3-3ζKO embryos^41^. Taken with our *in vitro* findings that demonstrate inhibitory actions of Gli3 and p27^Kip1^, this suggests that adipose precursors present in adult 14-3-3ζKO mice may have acquired their defect in differentiation during embryogenesis. Furthermore, this raises the possibility of similar defects in human pre-adipocytes during embryo development. Rescue studies employing new transgenic and compound knockout animals will be required to confirm that the Gli3/p27^Kip1^ axis is mechanistically downstream of 14-3-3ζ *in vivo*.

Pharmacological interventions for obesity have been developed, but their effectiveness and efficacy have been limited^55^,^56^. In obese individuals, expression of 14-3-3ζ and other isoforms has been shown to be elevated in visceral and subcutaneous adipose tissue depots^17^,^18^,^19^, but whether these changes in 14-3-3 protein expression are causal or associative was not known. Our data suggest that 14-3-3ζ overexpression exacerbates age-related and diet-induced obesity, independent of changes in glucose tolerance, insulin sensitivity or lipid profile. This suggests that 14-3-3ζ is a novel factor that may preferentially drive the expansion of metabolically healthy adipocytes^4^,^5^. It should be noted that 14-3-3ζKO and 14-3-3ζ-overexpressing mice have different genetic backgrounds, precluding direct comparisons between strains. Background strain differences may affect differences in glucose tolerance, insulin sensitivity or weight gain, but do not invalidate the within-model comparisons that involved strict littermate controls. Further studies are required to examine the potential obesogenic effect 14-3-3ζ overexpression on other genetic backgrounds^57^,^58^.

In conclusion, results from this study demonstrate, for the first time, essential roles for 14-3-3ζ in adipogenesis. Our data add additional levels of complexity to our current understanding of adipocyte differentiation, as one must now consider the function of 14-3-3 proteins and other types of molecular adaptors during adipogenesis. Aside from its ability to enhance the expression of the key adipogenic transcription factors, our transcriptomic analysis revealed the requirement for 14-3-3ζ in regulating the expression of key genes involved in adipocyte differentiation. This indicates that 14-3-3ζ has critical roles in the development of mature visceral white adipocytes and that adaptor proteins from the 14-3-3 family can therefore act as specific master regulators of cell differentiation by controlling diverse processes. Our study demonstrates the presence of a 14-3-3ζ-Gli3-p27^Kip1^ axis that regulates adipocyte differentiation and suggest that targeting components of this axis may be a beneficial therapeutic approach for the treatment of obesity.

## Methods

### Animal husbandry and metabolic analyses

Male 14-3-3ζ knockout mice on a C57/BL6 background^9^ and 14-3-3ζTAP transgenic mice on a CD1 background^22^ were housed in a specific pathogen-free facility at the University of British Columbia in a 12:12 light: dark, temperature and humidity controlled environment. On a pure C57/BL6 background, heterozygous breeding of mice with 14-3-3ζ null alleles did not yield progeny at the expected Mendelian ratio. Littermate controls were used in all experiments. For glucose- and insulin-tolerance tests, 14-3-3ζKO or 14-3-3ζTAP male mice at 10 and 25 weeks or 9 and 52 weeks, respectively, were fasted for 6 h, followed by i.p. injection of 2 g kg^−1^ glucose or 1.5 U kg^−1^ Humalog insulin (Eli Lilly, Indianapolis, IN), respectively. Tail vein blood glucose levels were measured with a glucometer (OneTouch UltraMini, Life Scan, Milpitas, CA). Commercially available kits were used to measure plasma levels of insulin, adiponectin and corticosterone (Alpco, Salem, NH); leptin (Crystal Chem, Downer's Grove, IL); and triglycerides and free fatty acids (Biovision; Milpitas, CA). Body composition was measured by dual-energy x-ray absorptiometry (DEXA) with a PIXImus Mouse Densitometer (Inside Outside Sales, Madison, WI). Mice were also fed *ad libitum* a 60% fat diet or its respective 10% control diet (Research Diets, New Brunswick, NJ) for 8 or 12 weeks. Food intake and energy expenditure were measured for 72 h using PhenoMaster metabolic cages (TSE Systems, Bad Homburg, Germany), after 1-week acclimation. Data were averaged from the last two full light:dark cycles. All procedures were approved by the University of British Columbia Committee on Animal Care in accordance with international guidelines.

### Cell culture and transient transfections

3T3-L1 pre-adipocytes (ZenBio; Research Triangle Park, NC), 3T3-F442A cells^25^ (provided by Dr A. Sorisky, Ottawa Health Research Institute, Ottawa, Canada), NIH-3T3 cells, mouse embryonic fibroblasts (MEFs) from WT and 14-3-3ζKO mice, and Shh-Light2 cells^38^ (provided by Dr V. Wallace, University of Toronto, Toronto, Canada) were maintained in 25 mM glucose DMEM, supplemented with 10% newborn calf serum and 1% penicillin/streptomycin. 3T3-L1 cells were differentiated by allowing cells to reach confluence, followed by a cocktail (MDI) of 172 nM insulin, 500 μM IBMX and 500 nM dexamethasone in differentiation media containing 25 mM glucose DMEM and 10% fetal bovine serum. MEFs were differentiated with differentiation media supplemented with 5 μM rosiglitazone (Sigma-Aldrich, St Louis, MO). 3T3-F442A cells were differentiated in differentiation media supplemented with 5 μg ml^−1^ insulin. Two days following induction, cells were maintained in differentiation media with insulin, and after 7 or 14 days, cells collected for RNA or protein or stained with Oil Red-O to assess adipogenesis. Cycloheximide, MG132 or epoxomicin, or 3-methyladenine or chloroquine (Sigma-Aldrich) were used to inhibit protein translation, the proteasome or autophagy, respectively. To inhibit all 14-3-3 proteins, 3T3-L1 pre-adipocytes were pretreated with 14-3-3 Antagonist I,2-5 (14-3-3i, EMD Millipore, Bilerica, MA) that disrupts the interaction of 14-3-3 isoforms with their ligands^24^. Lipofectamine RNAiMax or 3000 was used to transfect cells with validated silencer select pre-designed siRNA (Life Technologies, Burlington, ON, Canada) or plasmids, respectively.

### Measurement of *Cdkn1b* and Gli-dependent promoter activity

NIH-3T3 cells were co-transfected with plasmids containing *Cdkn1b* promoter constructs of various lengths upstream of firefly luciferase (provided by Dr D. Everly, Rosalind Franklin University of Medicine and Science, North Chicago, IL)^59^ and *Renilla* luciferase (10:1 dilution), followed by transfection of siRNA against 14-3-3ζ or the scrambled control. To determine hedgehog-dependent transcriptional activity, Shh-light2 cells were treated with the synthetic Smoothened agonist (SAG; Cayman Chemicals, Ann Arbor, MI) or transfected with siRNA against 14-3-3ζ or the scrambled control. Luciferase activity was measured after 24 or 48 h with the Dual-Luciferase Reporter Assay system (Promega, Madison, WI). Transcription factor binding sites were analysed with MotifMap^34^. ChIP analysis of Gli3 binding to the *Cdkn1b* promoter was performed with antibodies against Gli3 and the Pierce Magnetic ChIP kit, as per the manufacturer's protocol (Thermo Scientific, Rockford, IL).

### Fluorescent microscopy and flow cytometry

Adipose tissue was harvested and fixed in 4% paraformaldehyde. Adipocyte size was measured by staining for perilipin in 5-μm-thick sections (Cell Signalling Technology, Danver, MA). Embryos at e18.5 were harvested from timed-pregnant dams, sexed by tail clip PCR^60^, fixed for 24 h in 4% paraformaldehyde, followed by storage in 70% ethanol, flash-frozen and sectioned to 8-μm-thick sections. Embryo sections were stained with antibodies (1:100 dilution) raised against Pref-1/DLK1 (C-19, sc-8624), Gli3 (H-280, sc-20688) or p27^Kip1^ (C-10, sc-528) (Santa Cruz). All sections were stained with appropriate host-derived Alexafluor-conjugated secondary antibodies (Life Technologies, diluted 1:2000), and when necessary, stained with LipidTOX Deep-red (diluted 1:200, Life Technologies) for the visualization of mature adipocytes. DAPI was used to visualize nuclei. Images of identical exposure times were taken with a Zeiss 200M inverted microscope. Cell size was measured with CellProfiler^61^.

Flow cytometry was performed on 3T3-L1 cells transfected with a scrambled control or siRNA against 14-3-3ζ, then induced to differentiate with MDI and harvested at 0, 24 and 48 h for, as previously described^62^, on a LSR II-561 Flow Cytometer (BD Biosciences, San Jose, CA). Quantification of cells at various stages of the cell cycle was performed by FlowJo software (v.10, Treestar, Ashland, OR).

### Immunoblotting and protein detection

Cells or tissues were lysed in RIPA buffer, supplemented with protease and phosphatase inhibitors, and in some instances prepared for cytosolic and nuclear fractionation, in accordance with manufacturer's protocols (Thermo Scientific). Immunoprecipitation was performed on whole-cell lysates from 3T3-L1 adipocytes at different stages of differentiation with established protocols^14^. Proteins were resolved by SDS–PAGE for detection, and PVDF membranes were probed with antibodies against 14-3-3ζ (#7413), C/EBP-α (D56F10, #8178), C/EBP-β (#3082), C/EBP-δ (#2318), Foxo1 (L27, #9454), Lipin1 (#5195), Pparγ (81B8, #2443), cleaved caspase-3 (5A1E, #9664), Pgc1-α (#4259), tubulin (#2146) and Lamin A/C (4C11, #4777) (all antibodies diluted 1:1,000, Cell Signaling Technology); p27^Kip1^ and Gli3 (all antibodies diluted 1:200; Santa Cruz Biotechnology, Santa Cruz, CA); TAP (CAB1001) and Gli3 (PA5-28029) (all antibodies diluted 1:1,000, Thermo Scientific) and β-actin (AC-15, #NB600-501) (Novus Biologicals, Littleton, CO). Original scans of immunoblots are shown in Supplementary Fig. 8.

### RNA isolation, quantitative real-time PCR and transcriptome analysis

RNA was isolated from mouse tissues or 3T3-L1 adipocytes with the RNEasy kit (Qiagen, Mississauga, ON, Canada). Transcript levels of synthesized cDNA (Quanta Biosciences, Gaithersburg, MD) were measured with SYBR green chemistry on a StepOnePlus Real-time PCR System (Life Technologies). All data were normalized to HPRT by the 2^−ΔCt^ method as described by Livak and Schmittgen^63^. Libraries for RNA-Seq were generated from isolated RNA, as recommended by the manufacturer's protocol (Illumina, Carlsbad, CA). Following pooling of sequence-indexed libraries, sequencing was performed on a HiSeq 2500 (Illumina) collecting 20 million paired-end reads (150 bp x2). Alignment of reads to the mouse genome (Ensembl NCBIM37) and analysis of differentially expressed genes (0.05 FDR-adjusted q<0.05) were performed by TopHat software (v.2.0.11) and the Cufflinks package (v.2.2.0), respectively^64^. Panther and gene-set enrichment analysis (GSEA) were performed on all RNA-Seq results used to examine gene sets or biological processes that were significantly enriched^32^,^65^.

### Statistical analysis

All data are expressed as the mean±s.e.m. Data were analysed by ANOVA followed by Dunnett or Bonferroni *t*-tests, or by Student's *t*-tests, and significance was achieved when *P*<0.05. A minimum of *n*=3 independent experiments was performed for analysis.

## Additional information

**How to cite this article:** Lim, G. E. *et al*. 14-3-3ζ coordinates adipogenesis of visceral fat. *Nat. Commun.* 6:7671 doi: 10.1038/ncomms8671 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-8 and Supplementary Tables 1-9

## Figures and Tables

**Figure 1:**
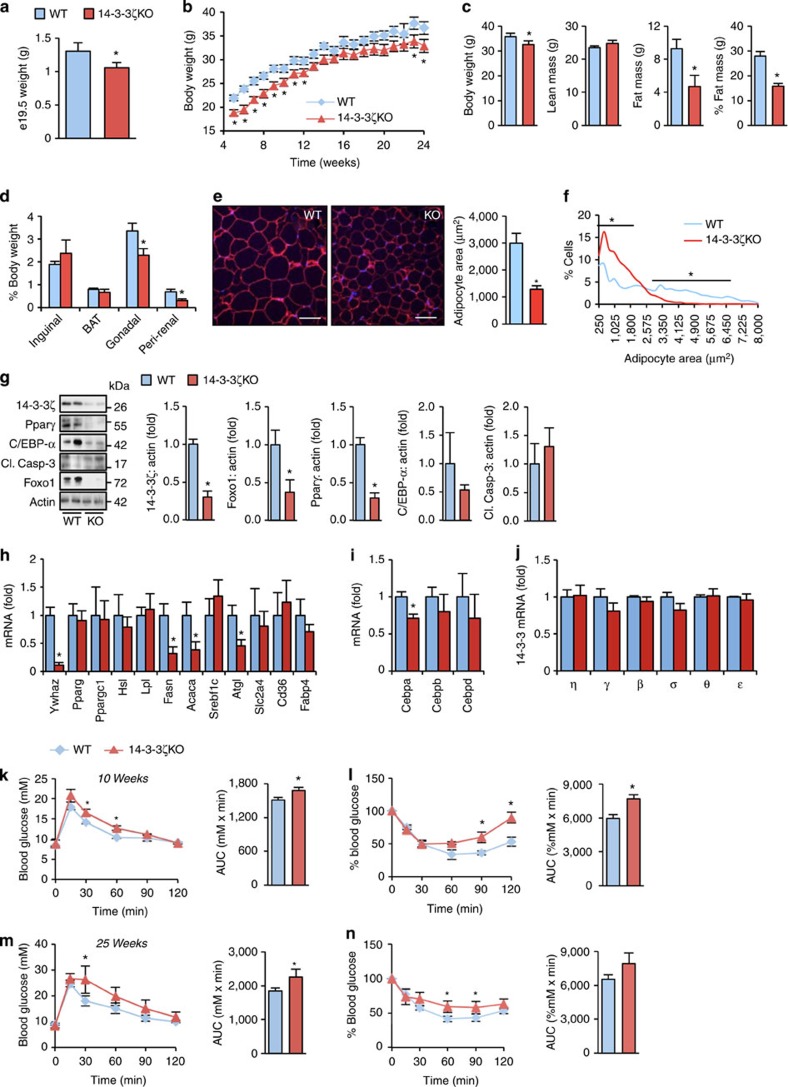
Reduced adiposity and adipocyte maturity in mice lacking 14-3-3ζ. (**a**) Weights of e19.5 wild-type (WT) and 14-3-3ζ knockout (14-3-3ζKO) (*n*=3 per group). (**b**) Body weights of 14-3-3ζKO mice and littermate control wild-type (WT) mice (*n*=10–12 per group). (**c**) DEXA body composition analysis of WT and 14-3-3ζKO at 24 weeks of age (*n*=5–7 per group). (**d**) Weights of inguinal, brown adipose (BAT), gonadal and peri-renal fat pads relative to total body weight of male WT and 14-3-3ζKO mice (*n*=4 per genotype). (**e**,**f**) Analysis of white adipocyte area (**e**) and size distribution (**f**) of inguinal fat tissue, as assessed by perilipin staining, from 26 week old WT and KO mice (*n*=3 per genotype). (**g**–**i**) Immunoblot (**g**) and quantitative PCR measurements (**h**,**i**) of pro-adipogenic factors or mature adipocyte markers, respectively, from gonadal fat pads (*n*=4–6 per group). (**j**) Comparison of remaining 14-3-3 isoforms in gonadal white adipose tissue from WT and 14-3-3ζKO mice (*n*=5 per group). (**k**–**n**) Intraperitoneal glucose (**k**,**m**; 2 g kg^−1^ b.w.) and insulin (**l**,**n**; 1.5 U kg^−1^) tolerance tests on WT and 14-3-3ζKO littermates at 10 (**k**,**l**) and 25 (**m**,**n**) weeks of age. Area-under-the-curve measurements are shown (*n*=7–8 mice per group). Error bars represent s.e.m. Significant differences between WT and KO mice are indicated by *P<0.05 (assessed by Student's *t*-test).

**Figure 2:**
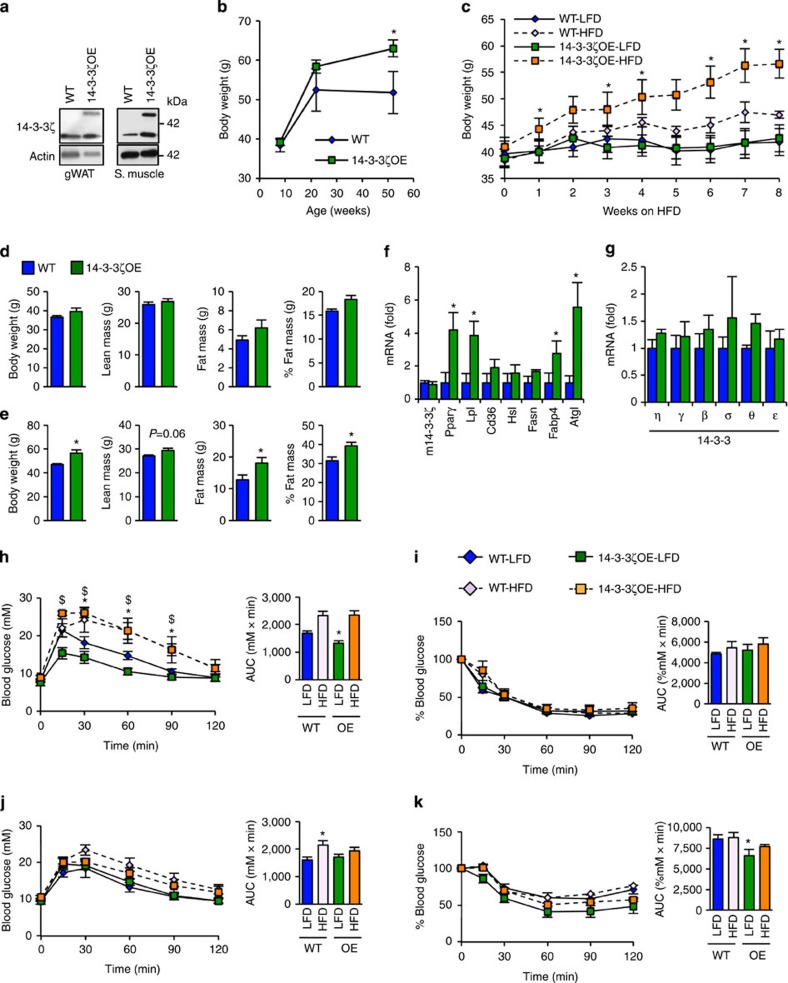
Overexpression of 14-3-3ζ is sufficient for age-associated and high-fat diet-associated weight gain. (**a**) Expression of the TAP-tagged 14-3-3ζ (50 kDa) and endogenous 14-3-3ζ (30 kDa) in gonadal white adipose tissue (gWAT) and skeletal muscle (*n*=3 per group). (**b**) Body weights of WT and 14-3-3ζ-over-expressing transgenic (14-3-3ζOE) mice were measured for 1 year (*n*=4–9 per group; *P<0.05, assessed by Student's *t*-test). (**c**) Weekly body weights of 12 week old WT and 14-3-3ζOE mice fed a high-fat diet (HFD, 60% fat) or the corresponding control diet (LFD, 10% fat) for 8 weeks (*n*=6–8 per group, *P<0.05 when comparing HFD-WT to HFD-14-3-3ζOE mice, assessed by Student's *t*-test). (**d**,**e**) WT or 14-3-3ζOE mice were subject to DEXA body composition analysis before exposure to high-fat diet (**d**) or after 8 weeks (**e**) (*n*=6–8 per group, *P<0.05, assessed by Student's *t*-test). (**f**) Quantitative PCR measurements of mature white adipocyte markers from WT and 14-3-3ζOE mice (*n*=6–8 per group; *P<0.05, assessed by Student's *t*-test). (**g**) Expression profile of remaining 14-3-3 isoforms in inguinal white adipose tissue from WT and 14-3-3ζOE mice (*n*=5 per group). (**h**,**i**) Glucose tolerance (2 g kg^−1^ b.w.; **h**) and insulin tolerance (1.5 U kg^−1^ b.w.; **i**) tests were administered to WT or 14-3-3ζOE mice after 8 weeks of high-fat diet exposure (*n*=6–8 per group, *P<0.05 when comparing WT-LFD with WT-HFD, $*P*<0.05 when comparing 14-3-3ζOE-LFD with 14-3-3ζOE-HFD, assessed by one-way ANOVA). (**j**,**k**) Glucose tolerance (**j**) and insulin tolerance (0.75 U kg^−1^ b.w.; **k**) tests were administered to WT or 14-3-3ζOE mice after 2 weeks of high-fat diet exposure (*n*=5–9 per group; *P<0.05, assessed by two-way ANOVA when comparing WT-LFD with 14-3-3ζOE–LFD). Error bars represent s.e.m.

**Figure 3:**
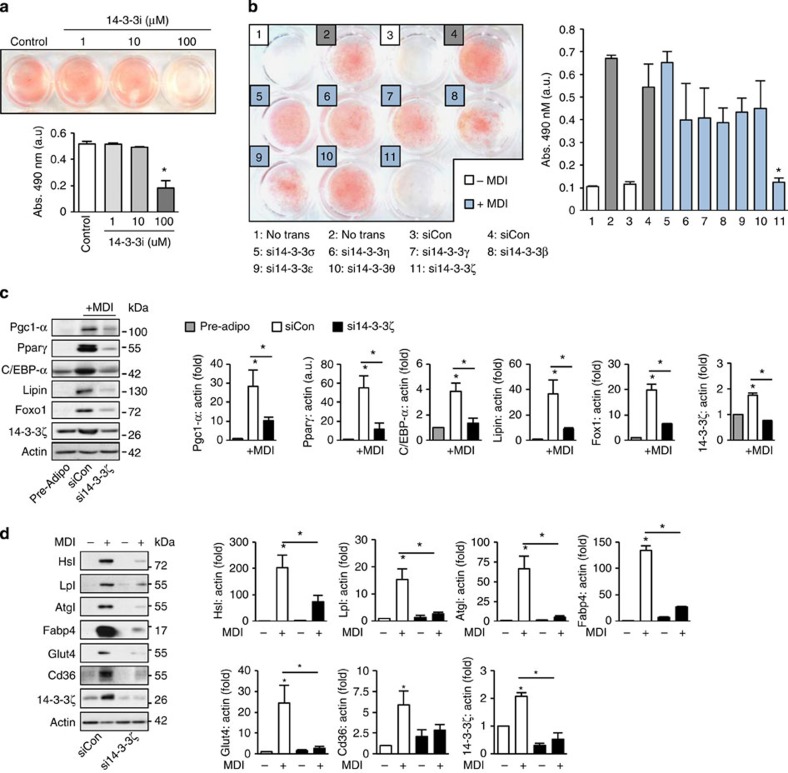
siRNA-mediated knockdown of all 14-3-3 proteins reveals the 14-3-3ζ as the critical regulator of adipocyte differentiation. (**a**) 3T3-L1 pre-adipocytes were pretreated with a cell-permeable pan-14-3-3 inhibitor (14-3-3i) and differentiated by MDI. Differentiation was visualized by Oil-Red-O incorporation (*n*=4 independent experiments, *P<0.05, assessed by one-way ANOVA). (**b**) 3T3-L1 pre-adipocytes were transfected with 14-3-3 isoform-specific siRNA followed by differentiation with MDI. Differentiation was measured by Oil Red-O incorporation (*n*=4 independent experiments, *P<0.05, assessed by Student's *t*-test). (**c**,**d**) Pro-adipogenic factors (**c**) or mature adipocyte markers (**d**) were measured 48 h or 7 days, respectively, after differentiation in control- (siCon) and si14-3-3ζ-transfected 3T3-L1 cells (*n*=4 per group, *P<0.05, assessed by one- or two-way ANOVA). Error bars represent s.e.m.

**Figure 4:**
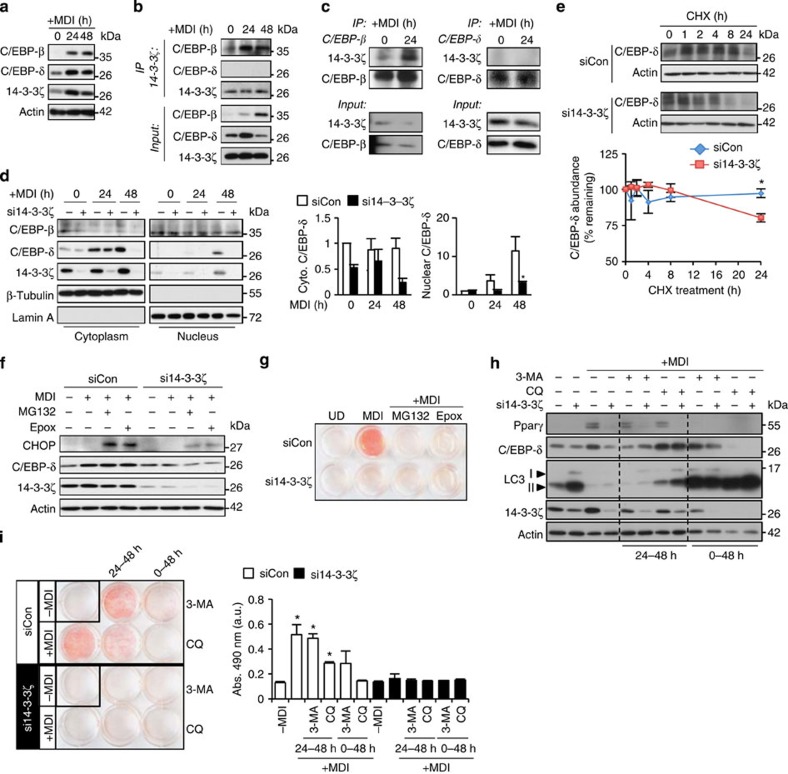
Loss of 14-3-3ζ leads to rapid, autophagy-dependent degradation of C/EBP-δ. (**a**) C/EBP-β and C/EBP-δ protein abundance during the first 48 h of differentiation in 3T3-L1 cells were measured by immunoblotting (*n*=3 biological replicates). (**b**,**c**) Co-immunoprecipitation of endogenous (**b**) 14-3-3ζ or (**c**) C/EBP-β or -δ from lysates of 3T3-L1 cells exposed to MDI for 0, 24 or 48 h (*n*=4 independent experiments). (**d**) Nuclear and cytoplasmic fractions were obtained from si14-3-3ζ-transfected 3T3-L1 adipocytes to examine the subcellular localization and abundance of C/EBP-β and C/EBP-δ during differentiation (*n*=4 independent experiments). (**e**) Inhibition of protein translation with 10 μM cycloheximide (CHX) was used to examine whether loss of C/EBP-δ following knockdown of 14-3-3ζ was due to degradation or effects on protein translation (*n*=4 per group, *P<0.05, assessed by Student's *t*-test). (**f**) Immunblotting was used to examine whether proteasomal inhibition by 10 μM MG132 or 100 μM epoxomicin (Epox) could increase the abundance of C/EBP-δ or the closely related protein, CHOP (*n*=3 independent experiments). (**g**) 10 μM MG132 or 100 μM Epox was used to examine whether proteasomal inhibition could restore si14-3-3ζ-mediated inhibition of differentiation (*n*=3 independent experiments). (**h**) 3T3-L1 pre-adipocytes were induced with MDI and treated with 3-methyladenine (3-MA) and chloroquine (CQ) for 48 h or the last 24 h (24–48 h) of the induction period. Inhibition of autophagy was verified by examining the accumulation of LC3 (*n*=4 independent experiments). (**i**) 14-3-3ζ-depleted 3T3-L1 cells were incubated with 3-methyladenine or chloroquine for 48 h or the last 24 h during induction of differentiation by MDI. Cells were stained with Oil Red-O to assess adipocyte differentiation (*n*=3 independent experiments; *P<0.05, assessed by ANOVA). Error bars represent s.e.m.

**Figure 5:**
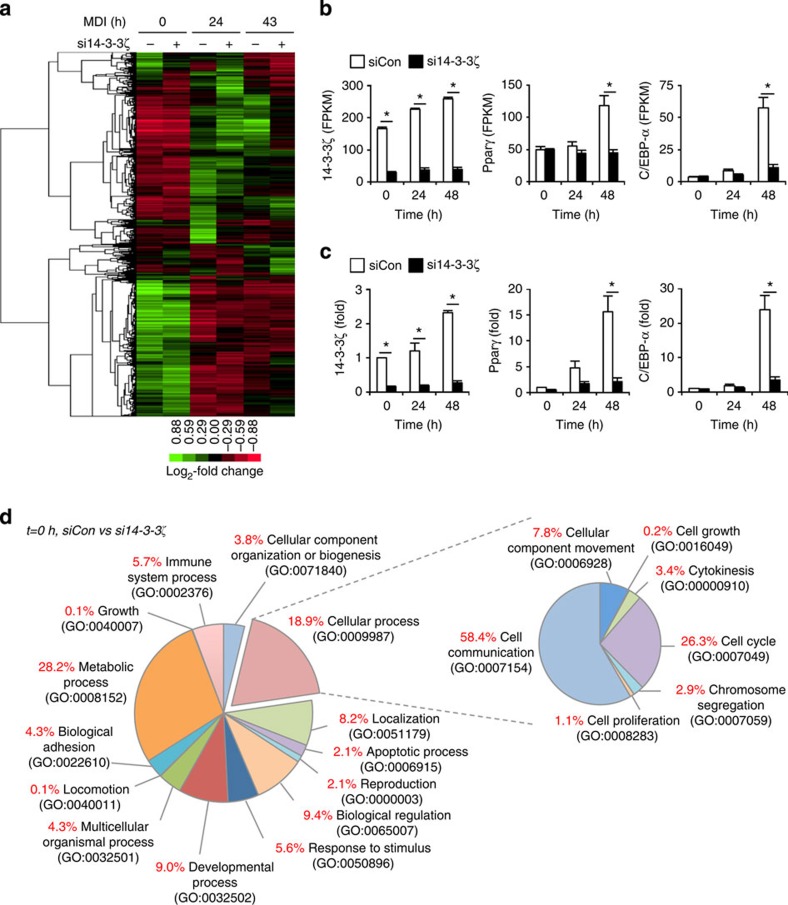
Depletion of 14-3-3ζ alters the adipogenic transcriptome. (**a**) Visualization of significantly changed genes from control or si14-3-3ζ-transfected 3T3-L1 cells at 0, 24 and 48 h of differentiation (0.05 FDR-adjusted *q*<0.05; *n*=4 per group). (**b**,**c**) Comparison of expression profiles of *14-3-3ζ*, *Pparγ* and *C/EBP-α* as determined by RNA-Seq (**b**) and quantitative PCR (**c**) (*n*=4 per group, *P<0.05, assessed by Student's *t*-test). (**d**) Panther GO analysis of differentially expressed genes between siCon- and si14-3-3ζ-transfected cells at 0 h of MDI treatment.

**Figure 6:**
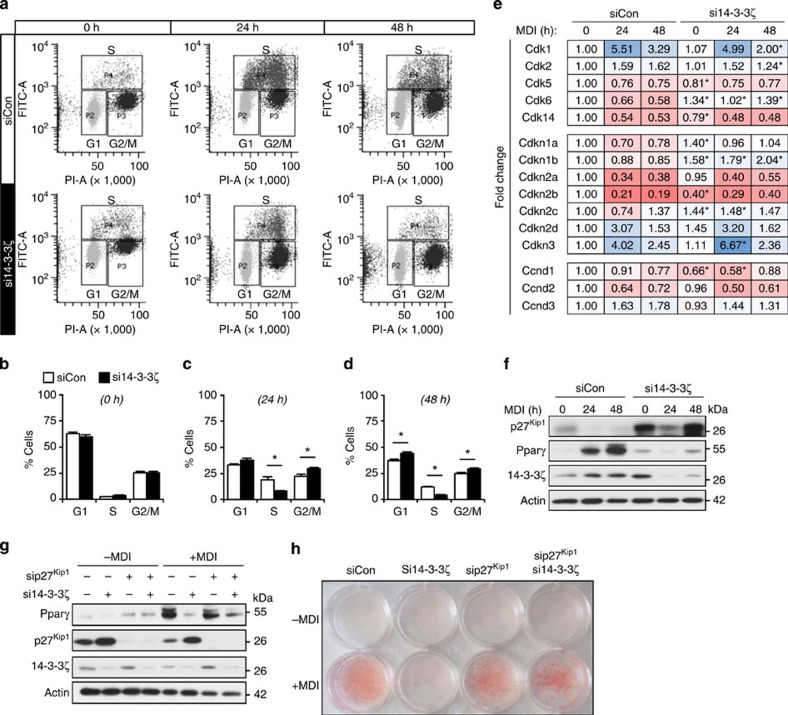
Defects in adipogenesis due to 14-3-3ζ depletion are due to cell cycle arrest and up-regulation of *Cdkn1b*/p27^Kip1^. (**a**–**d**) Analysis by flow cytometry (**a**) of control or si14-3-3ζ-transfected 3T3-L1 cells at different stages of the cell cycle at 0 (**b**), 24 (**c**) and 48 (**d**) hours following differentiation (*n*=4 independent experiments; *P<0.05 when compared with siCon-transfected cells, assessed by Student's *t*-test). (**e**) Analysis of various cell cycle regulatory genes by RNA-Seq from siCon- or si14-3-3ζ transfected 3T3-L1 adipocytes (*n*=4 per goup, *P<0.05 when compared with siCon cells at the same time point, assessed by Student's *t*-test). (**f**) Immunoblotting of p27^Kip1^ from lysates of differentiating of siCon- or si14-3-3ζ-3T3-L1 adipocytes (*n*=4 experiments). (**g**,**h**) Co-transfection of siRNA against 14-3-3ζ and p27^Kip1^ was used to examine whether knockdown of both proteins could restore differentiation, as determined by Pparγ expression (**g**) or Oil Red-O staining (**h**). (*n*=4 independent experiments). Error bars represent s.e.m.

**Figure 7:**
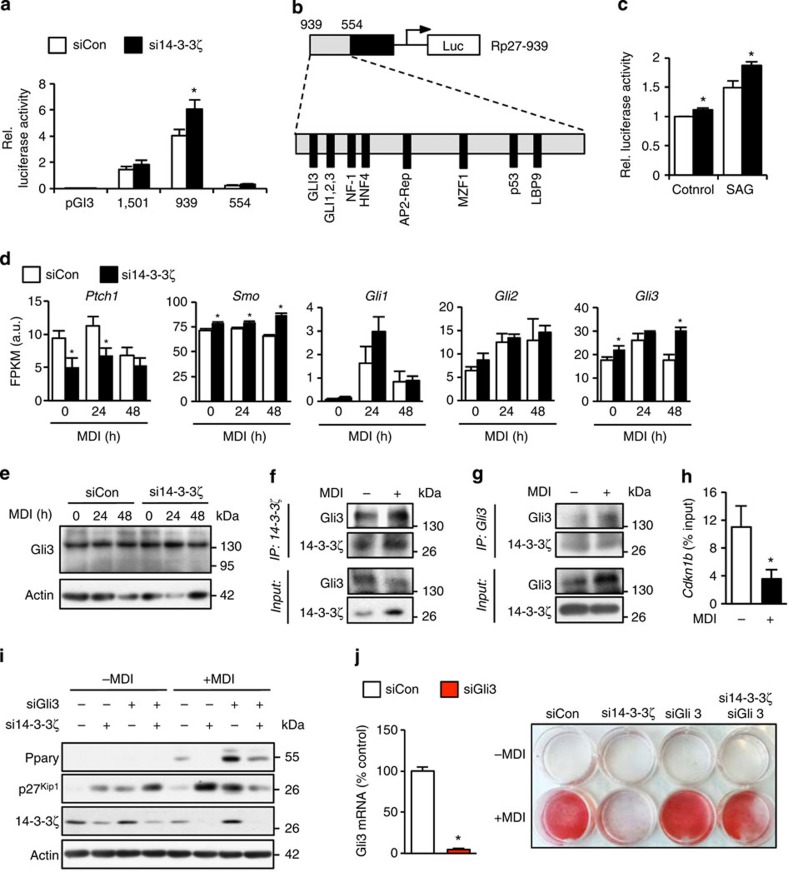
14-3-3ζ suppresses hedgehog signalling to control the expression of p27^Kip1^. (**a**) Measurement of relative luciferase activity from various lengths of the *Cdkn1b* promoter in control or 14-3-3ζ-depleted NIH-3T3 cells (*n*=7–8 per group, *P<0.05 when compared with control cells as assessed by Student's *t*-test). (**b**) Transcription factor binding sites within the −939–554 promoter region of *Cdkn1b*. (**c**) Hedgehog signalling (Gli-dependent) transcriptional activity in control or si14-3-3ζ-transfected Shh-light2 cells treated with 100 nM SAG. (*n*=4 per group, *P<0.05 when compared to control cells, as assessed by Student's *t*-test). (**d**) Expression levels of various components of the hedgehog signalling pathway in differentiating control and 14-3-3ζ-depleted 3T3-L1 cells, as measured by RNA-seq (*n*=4 per group, *P<0.05 when compared to control cells, as assessed by Student's *t*-test). (**e**) Immunoblotting of full length (∼170 kDa) and processed (∼80 kDa) Gli3 in 14-3-3ζ-depleted 3T3-L1 cells treated with MDI (representative of *n*=3 experiments). (**f**,**g**) Co-immunoprecipitation of endogenous (**f**) 14-3-3ζ or (**g**) Gli3 from lysates of 3T3-L1 cells treated with MDI for 24 h (representative of *n*=3 experiments) (**h**) ChIP-qPCR analysis of Gli3 occupancy on the *Cdkn1b* promoter in 3T3-L1 cells treated with MDI for 24 h (*n*=4 per group, *P<0.05, as assessed by Student's *t*-test). (**i**,**j**) Co-transfection of siRNA against 14-3-3ζ and Gli3 was used to examine whether knockdown of both proteins could restore differentiation, as determined by Pparγ expression (**i**) or Oil Red-O staining (**j**) (*n*=4 independent experiments). Error bars represent s.e.m.

**Figure 8:**
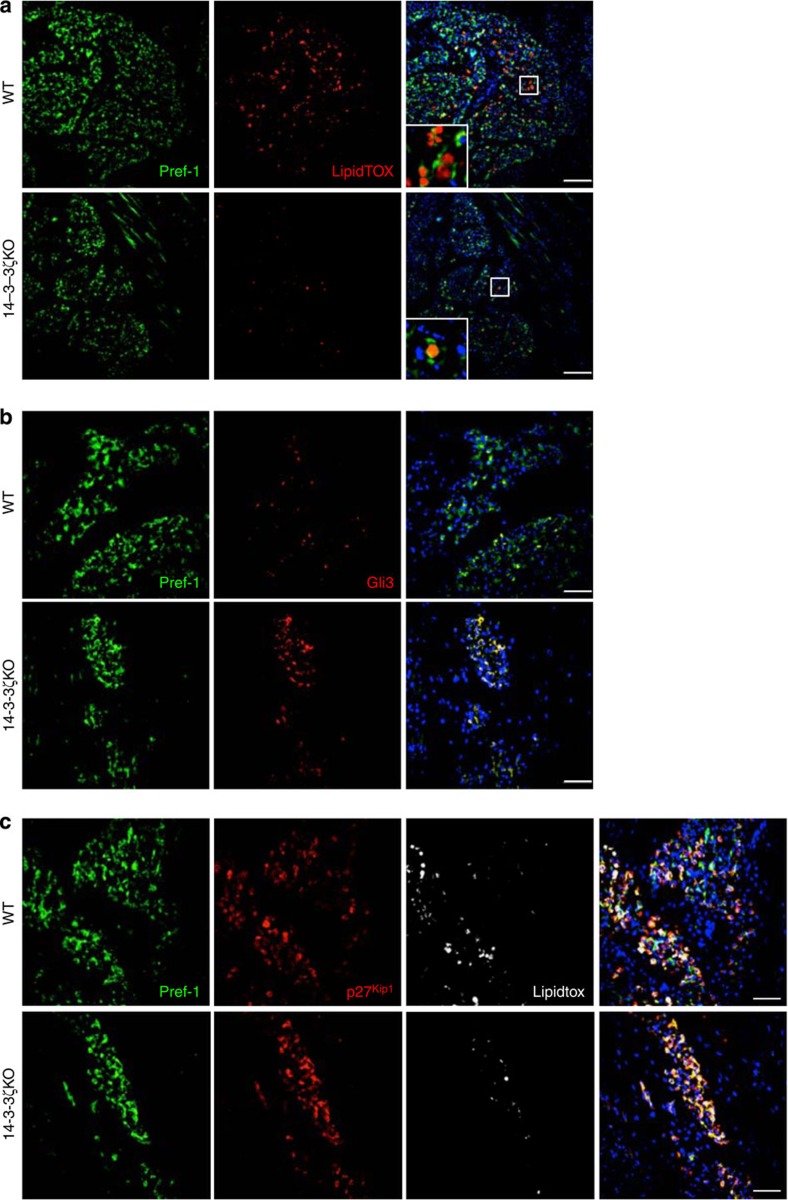
Deletion of 14-3-3ζ causes the aberrant expression of Gli3 and p27^Kip1^ in embryonic Pref-1-labelled adipose precursor cells. (**a**–**c**) Frozen sagittal sections of e18.5 embryos were stained for (**a**) Pref-1 alone to examine differences in the number of adipose precursor cells, (**b**) Pref-1 and Gli3, and (**c**) Pref-1 and p27^Kip1^. LipidTOX Deep-red was used to label mature adipocytes within the embryo (representative images of *n*=3 per genotype; Scale bar=10μm (**a**) or 50 μm (**b**,**c**)).

**Figure 9:**
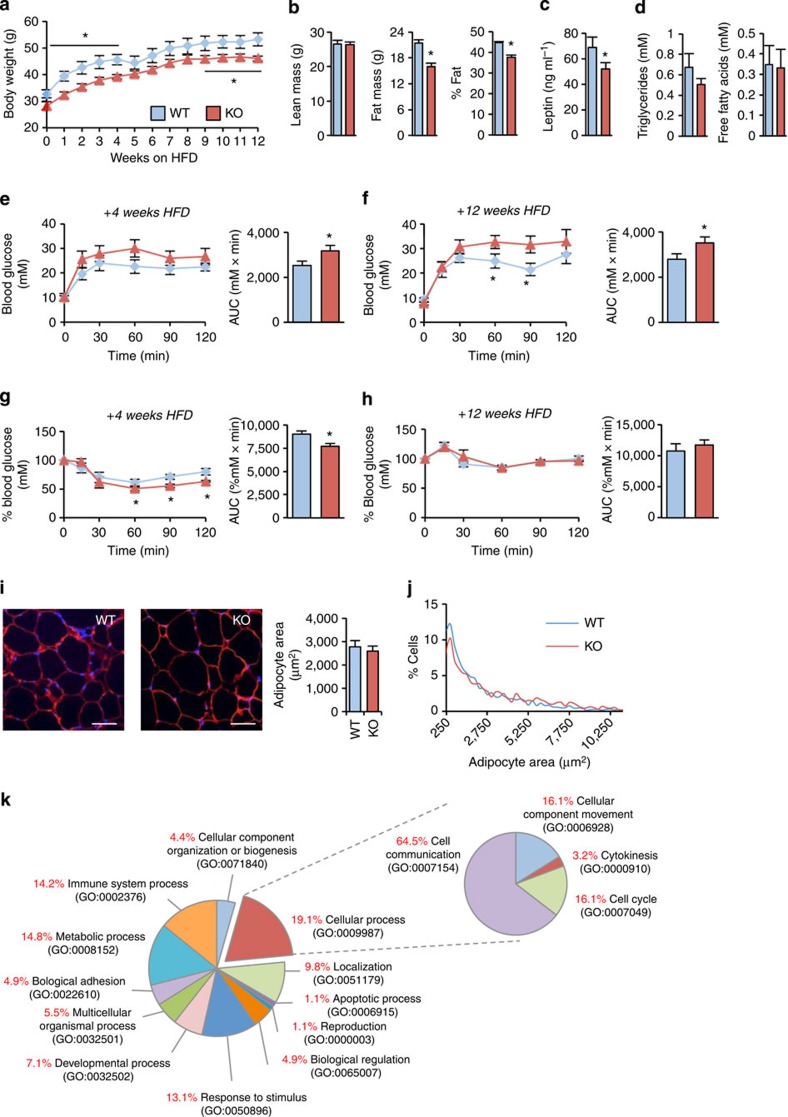
14-3-3ζKO mice can gain weight on a high-fat diet (**a**) Wild-type (WT) and 14-3-3ζKO mice were placed on a high-fat diet (60%) for 12 weeks (*n*=5 per group). (**b**) After 8 weeks, of high-fat feeding, WT and KO mice were subjected to DEXA body composition analysis (*n*=5 per group). (**c**,**d**) Plasma levels of (**c**) leptin (**d**) triglycerides and fatty acids were measured after high-fat feeding (*n*=5 per group). (**e**–**h**) WT and KO mice were administered glucose tolerance (**e**,**f**) and insulin tolerance (**g**,**h**) tests after 4 weeks (**e**,**g**) and 8 weeks (**f**,**h**) of high-fat diet exposure (*n*=5 per group). (**i**) Analysis of white adipocyte area from gonadal fat pads from 26 week old WT and KO mice (*n*=5 per group; Scale bar=100 μm). (**j**) Size distribution of adipocytes (*n*=5 per group). (**k**) Panther GO analysis of differentially expressed genes in gonadal white adipose tissue of WT and 14-3-3ζKO mice fed a low-fat diet (*n*=5–6 per genotype). Significant differences between WT and KO mice are indicated by *P<0.05 (assessed by Student's *t*-test). Error bars represent s.e.m.

**Figure 10:**
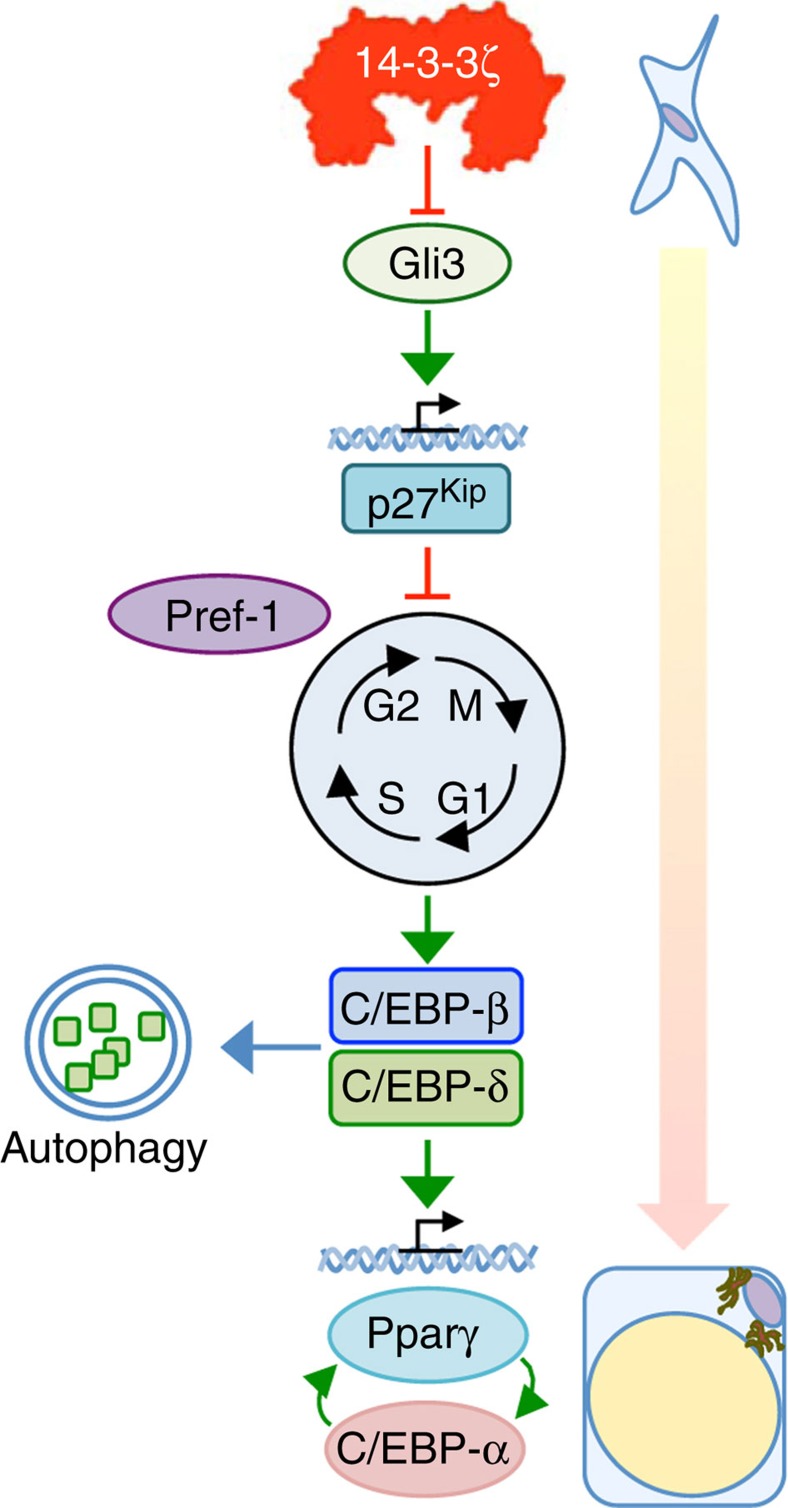
Working model of 14-3-3ζ-directed adipogenesis. During the early induction phase of adipocyte differentiation, 14-3-3ζ functions as a critical upstream regulator of adipogenesis as it controls mitotic clonal expansion through regulation of Gli3-dependent expression of the cyclin-dependent kinase inhibitor, *Cdkn1b*/p27^Kip1^. This permits the proper expression of Gli3 and p27^Kip1^ in adipose precursor cells in the developing embryo to generate function adipocyte precursors after birth. In the latter stages of the differentiation, 14-3-3ζ promotes the stability and translocation of C/EBP-δ into the nucleus where it is required for inducing the latent expression of the ‘master' transcription factors, Pparγ and C/EBP-α.

How the deposited data were processed for this re-analysis (not part of the article)

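RNA of 24 libraries of 3T3-L1 cells was analysed: siCon and si14-3-3ζ cells at 0, 24 and 48 h of induction, 4 libraries per group. The paper states 20 M paired-end reads from pooled libraries and does not say whether that is per library. The authors aligned paired-end reads with TopHat 2.0.11 to the Ensembl annotation of NCBIM37 and computed FPKM with Cufflinks 2.2.0, and these FPKM values per library and locus were deposited. The header of the table names no unit, and its values match the FPKM axis of Fig. 5b. The table holds no read counts, so the precision that the depth gives a single value cannot be computed and no test on counts was run. The sums of the listed FPKM ran from 474548 to 642146 per library, and 15 to 78 loci stood at 0. No 2 library columns were identical, and every column of values was matched to a library.

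Loci with FPKM of at least 1 in at least 4 of the 24 libraries were kept. Log2(FPKM + 1) was fitted in limma 3.58.1 (R 4.3.3) with 6 group means and no covariate, and tested with eBayes (trend = TRUE, robust = FALSE) and the Benjamini-Hochberg adjustment over the 9251 tested loci. The contrasts were si14-3-3ζ against siCon at each time, 24 and 48 h against 0 h in each kind of cell, the difference between these responses, and an F test over the 6 groups. Of 29 gene lists, the 24 with at least 3 tested loci were compared with the other loci by camera, adjusted over all lists and the 3 times. Genes of Figs 5b, 6e and 7d were also tested by exact permutation of FPKM, 4 libraries against 4 (70 assignments, 2-sided, smallest p = 0.0286), adjusted within each figure.

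Named were every gene that the paper names from these libraries or whose protein it follows, with the other 14-3-3 isoforms. Named were also, for each knockdown contrast, the 10 largest rises and the 10 largest falls among called genes whose libraries did not overlap, and the 5 largest of each for induction of siCon cells at 48 h. In each list, up to 4 members with the smallest adjusted p were named. Some genes that these rules name are not reported here. Predicted genes, pseudogenes and genes whose higher mean was under 1 FPKM were left out of the largest changes. Values in the paper's figures had been seen when the rule was written.

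The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, median-ratio scaling, quantile normalization, a fit of only the groups compared, eBayes without trend, the replicate number as a block, and leaving out each library. For lists they were also an estimated correlation and the fry test. For the exact test they were the log2 scale, median-ratio scaling and limma. Chosen after the data were seen were an adjustment over the 22380 protein-coding genes of GENCODE M1, a fit of the 18 libraries numbered 2 to 4, and an estimated correlation with the block. The labels give the groups the same replicate numbers, and no source says what a number stands for. Deviations from the group means of libraries with the same number correlated over 0.1 in every pair for knockdown at 24 h (0.101 to 0.443), induction of siCon cells at 24 h (0.198 to 0.506) and 48 h (0.179 to 0.502) and induction of si14-3-3ζ cells at 24 h (0.135 to 0.546), so only there were the numbers taken to pair libraries, as a property of the data. The line at 0.1 is arbitrary. For knockdown at 0 and 48 h the lowest correlations, 0.0839 and 0.0804, lay just under it. Across the 6 groups, the best correlation was with the same number in 88 of 120 comparisons. Pairing is therefore not excluded in the other comparisons, and the main fit does not model it in any.

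The fit was tested on simulated data of the comparison at 0 h. It recovered 2 of 50 changes of 1.25-fold, 31 of 50 of 1.5-fold, 46 of 50 of 2-fold and 49 of 50 of 4-fold, with 12 false calls. In 20 draws simulated without change and without correlation between genes, camera called no list. These draws cannot show how camera behaves with the correlation that real genes have. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Gene positions are from GENCODE M1. 136 loci carry no symbol and 24 symbols lie at more than 1 locus. The supplementary tables of the paper were not used here.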

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

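The tests of the control siRNA, of oxidative phosphorylation with quantile normalization and of other splits of the libraries were chosen after the results were seen, and those of a single library at 0 h, of transcript length and of the response to induction before.

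In 7 of 216 groups of 4 libraries of the paper's genes, Dixon's test set 1 library apart from the others, where chance sets apart about 1 in 20 groups (10.8 here). They were Cdk1 (XLOC_002963) in si14-3-3ζ 24 h replicate 1 (182 FPKM, the other 3 at 229 to 232), Cdk1 (XLOC_002963) in siCon 48 h replicate 3 (170.3 FPKM, the other 3 at 132 to 138), Cdk5 (XLOC_025079) in si14-3-3ζ 48 h replicate 1 (20.3 FPKM, the other 3 at 24.1 to 24.8), Cdkn2d (XLOC_033414) in si14-3-3ζ 48 h replicate 3 (2.02 FPKM, the other 3 at 2.38 to 2.45), Ccnd1 (XLOC_030921) in siCon 0 h replicate 3 (100.4 FPKM, the other 3 at 115 to 117), Ywhae (XLOC_004152) in siCon 0 h replicate 3 (259 FPKM, the other 3 at 209.6 to 212) and Sfn,Zdhhc18 (XLOC_023678) in si14-3-3ζ 48 h replicate 4 (17.2 FPKM, the other 3 at 10.6 to 11.5). Sfn and Zdhhc18 share a locus and cannot be told apart.

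The effect of knockdown at 48 h differed from that at 0 h for these of the paper's genes, by limma's test of the difference (log2 difference, adjusted p): Pparg (−1.40, 0.00247), Cebpa (−2.47, 1.1e-04), G0s2 (−3.27, 0.00109), Arxes1 (−1.13, 0.0044), Arxes2 (−2.23, 1.4e-04), Cdk1 (−0.83, 0.00715), Cdk6 (0.69, 0.0103), Cdkn1b (0.61, 0.00296), Cdkn2a (0.63, 0.00462), Cdkn2b at XLOC_021824 (1.69, 0.00714), Cdkn2b at XLOC_023217 (1.38, 3.7e-04), Ccnd1 (0.83, 0.00734), Smo (0.26, 0.0344), Cebpd (0.80, 0.013) and Ywhab (−0.39, 0.0328). None of the paper's genes passed that test at 24 h.

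Gene lists outside those the paper discusses were called by limma's camera at 48 h (median log2 fold change, adjusted p): extracellular matrix (−0.32, 0.0453), actin cytoskeleton and SRF targets (0.27, 0.00346), p53 targets (0.42, 2.8e-07), integrated stress response (−0.63, 9.3e-05), endoplasmic reticulum chaperones (−0.39, 1.7e-05), lysosome (0.49, 6.4e-07), interferon response (0.45, 0.0189), glycolysis (−0.57, 2.3e-04) and oxidative phosphorylation (−0.36, 3.9e-09). With an estimated correlation only the p53 targets were called (0.00418). The call of the extracellular matrix was lost without siCon 48 h replicate 2 (0.142), si14-3-3ζ 48 h replicate 1 (0.0675) or 2 (0.0546), and si14-3-3ζ 0 h replicate 2 or 3 (0.05 each). That of the interferon response was lost without si14-3-3ζ 48 h replicate 3 (0.125) or siCon 48 h replicate 2 (0.0601).

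Interferon response genes were lower with knockdown at 0 h, with a median of −0.67. Of 39 genes 17 passed limma's test, and the call of the list by limma's camera (1.6e-10) was lost with an estimated correlation (0.332). A response of single libraries is argued against, since the median without any 1 library was at most −0.56. Interferon genes raised by the control siRNA in siCon cells cannot be told apart from genes lowered by loss of 14-3-3ζ, since the series holds no untransfected cells. No biological explanation was tested.

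At 48 h the median of the interferon genes was 0.45 (0.24 to 0.56 without any 1 library). Interferon genes lowered by the control siRNA in siCon cells cannot be told apart here from genes raised by loss of 14-3-3ζ, again for want of untransfected cells. By limma's test of the difference, the fall from 0 to 48 h was smaller with knockdown for 23 of the 39 genes and larger for 0 (median 1.11), a difference that holds the effect at 0 h as well. An effect of knockdown on the response to induction stays open, and so do other effects of either siRNA.

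Genes of oxidative phosphorylation were lower with knockdown at 48 h (median −0.36, and −0.17 with quantile normalization). Their transcripts are short (median 1322 bases against 3169), and loci matched on length had a median of −0.0712 (95% of 1000 draws from −0.26 to 0.10), above the list's. With quantile normalization it was −0.0233 (−0.18 to 0.13), a range that holds the list's, so length as a cause stays open. In siCon cells the list rose by a median of 0.37 from 0 to 48 h, and had −0.09 in si14-3-3ζ cells (0.39 and 0.00401 with quantile normalization). Of the 33 genes, 25 rose and 0 fell in siCon cells, and 0 rose and 8 fell in si14-3-3ζ cells. The lower level at 48 h thus goes with the absence of this rise. With little effect at 0 h, the 2 statements say nearly the same, so the response to induction is no separate explanation. The medians of siCon induction and of knockdown both use the siCon libraries of 48 h. With separate pairs of these they were 0.28 to 0.44 for induction and −0.44 to −0.26 for knockdown. By limma's test of the difference, the response to 48 h was lower with knockdown for 22 of 33 genes and higher for 0 (median −0.44). That difference holds the effect at 0 h as well (median 0.10).

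Other splits of the libraries asked whether chance alone gives as many calls. Every listed locus has a highest group mean at least 1.18 times its lowest, a selection that may favour the real groups. The counts of splits therefore do not by themselves exclude chance. For knockdown at 0 h, 1596 (highest other 3), and 48 h, 4272 (highest other 756), 1 of 35 splits, the real one, gave as many. So it was for induction of si14-3-3ζ cells at 48 h, 5201 (highest other 1). The same held for knockdown at 24 h, 2633 (highest other 1), and for induction of siCon cells at 24 h, 5938 (highest other 20), and 48 h, 6434 (highest other 2089), and of si14-3-3ζ cells at 24 h, 5573 (highest other 1), but there the numbers pair libraries. The splits that part all 4 pairs, as the real one does, are 8, too few for a share under 0.05, and the highest of the others among them were 1, 1, 0 and 0. The other 27 keep some pairs on 1 side, with at most 1, 20, 2089 and 1. For knockdown at 0 and 48 h, 7 of 8 libraries also correlated best with their own number. There too the splits that part all 4 pairs are 8, too few for such a share, and the highest of the others among them were 0 and 2. For the F test, 8526 (highest other 3317), 1 of 100 splits gave as many. It compares the same 6 groups whose means differ in every listed locus, so chance is not excluded there either. For the list tests, 31 (highest other 29), 1 of 100 splits gave as many with all libraries, but permuted labels gave a median of 16 list calls and the real ones 28 to 33 without 1 library, so the count of lists is weak evidence. For the difference in response at 24 h, 132 (highest other 2065), and 48 h, 1659 (highest other 3216), 3 of 100 splits gave as many. The splits with the most calls exchanged 0 libraries at the later time and 6 of 8 at 0 h. Such an exchange turns the difference between 2 knockdown effects towards their sum, so a high count follows from how the contrast is built, from the structure of the samples in groups.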

How the results depend on the processing

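The adjustment over all protein-coding genes, the fit of 18 libraries and the estimated correlation with the block were chosen after the data were seen. Counts within 1.5 times of their value under every alternative, with their range, were those of knockdown at 24 h (1893 to 3605) and 48 h (3443 to 5167), induction of siCon cells at 24 h (4768 to 6567) and 48 h (5187 to 6912) and of si14-3-3ζ cells at 24 h (4468 to 6248) and 48 h (4204 to 5896), and the F test (6806 to 8932).

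For knockdown at 0 h (1596 loci), the replicate block gave 2670 and adjustment over the protein-coding genes 1023. For the difference in response at 24 h (132), a pseudocount of 0.1 gave 77, a mean FPKM of at least 5 85, the block 404, the protein-coding adjustment 63 and the 18 libraries 56. For that at 48 h (1659), the block gave 2799 and the protein-coding adjustment 1022. The protein-coding adjustment lowers counts by adjusting over more tests. For the others the cause was not tested.

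Of 72 list tests, camera called 31 and the fry test, which does not compare a list with other loci, 43. With an estimated correlation 1 was called, and 1 with the estimated correlation and replicate block, both times the p53 targets at 48 h. The other alternatives gave 29 to 33. Of 72 exact tests of the paper's genes 0 passed after adjustment (27 at unadjusted p under 0.05), against 32 by limma and 38 by limma with the block, which do not have the floor of 4 against 4.

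Without 1 library, counts ran from 1018 to 1430 (knockdown 0 h), 1984 to 2425 (24 h), 3581 to 4275 (48 h), 5558 to 5769 and 6110 to 6320 (induction of siCon cells), 5181 to 5334 and 4759 to 5027 (of si14-3-3ζ cells), 70 to 138 and 1195 to 1980 (difference in response), 8365 to 8536 (F test), 28 to 33 (lists) and 0 to 0 (exact test). Knockdown at 0 h gave 1018 without si14-3-3ζ 0 h replicate 3, and the difference at 24 h 70 without that library and 84 without si14-3-3ζ 24 h replicate 3.

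Of 5965 recomputed values of named genes, 5699 kept their side of the threshold, 214 lost a call, 52 gained one and 0 reversed. Where the numbers pair libraries, the block changed no other call than those of Cdkn2a, Cdkn2b, Ccnd2 and Ywhab at 24 h, and among the other named genes that of Ndufa9 at 24 h. In those comparisons, 8 of 8 libraries correlated best with their own number for each induction of siCon cells. For knockdown and for induction of si14-3-3ζ cells at 24 h, 4 of 8 did. Elsewhere the numbers were not taken to pair libraries, though 7 of 8 did so for knockdown at 0 h and 7 of 8 at 48 h. There the block also called, of the paper's genes, Smo (0.0459) and Gli3 (0.00814) at 0 h and Ywhah (0.0314) and Cdkn2b at XLOC_021824 (0.0118) at 48 h. The test on counts was not run, and without counts the limit that depth sets on low FPKM values is unknown.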

Differences from the paper's values

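No test here was chosen after the result was seen. For genes altered by induction or by knockdown, the paper gives a number over 1200 at a q under 0.05. The F test at an adjusted p under 0.05, by limma and not by the paper's tool, called 8526, and the union of 5 contrasts 8344. The paper's number bounds its count only from below. These counts and those of all alternatives set before the data were examined lie far above it (the lowest of any alternative was 6806). Meeting such a bound is therefore no sign of agreement. The paper does not name the comparisons it counted, and the cause of the gap was not tested.

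Of 80 values of Fig. 6e, read by eye to 2 digits from numbers printed in it (those of Cdkn2b set against both of its loci), 75 equal those computed here at 2 digits, and the other 5 are those of Cdkn2b at XLOC_023217. The 18 bars of Fig. 5b and the 30 of Fig. 7d were read by eye when the values computed here were known, so their agreement is a weak check, and none differed by more than both the SD and 1.5-fold. Of the 5 of Cdkn2b, 2 did. At XLOC_023217, mean FPKM relative to siCon 0 h was 0.320 in siCon cells at 48 h, against about 0.19 in Fig. 6e, read by eye, and 0.698 in si14-3-3ζ cells at 0 h, against about 0.4 in Fig. 6e, read by eye. The first no longer differs without siCon 48 h replicate 2 (0.283) and differs under the other alternatives set before the data were examined, and the second differs under all of them. At XLOC_021824 all 5 values of Cdkn2b match the figure. The loci around XLOC_021824 lie on the plus strand, and those around XLOC_023217 on the minus strand, where Cdkn2b is annotated. The figure's values may therefore not be those of the annotated gene.

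Of the 17 gene-times marked as significant in Fig. 6e, limma called 16, and of the 7 in Fig. 7d 4. The paper names another test for these marks. Cdk14 at 0 h (−0.32, limma adjusted p = 0.113, and 0.0782 with the block) was called under none of the settings in which named genes were recomputed. Those leave out the fit of only the groups compared, eBayes without trend, the adjustment over protein-coding genes and the fit of 18 libraries. Smo at 0 h (0.14, limma adjusted p = 0.0987) was called with quantile normalization (0.0429) and with the replicate block (0.0459), Smo at 24 h (0.11, limma adjusted p = 0.166) with quantile normalization (0.0272), and Gli3 at 0 h (0.30, limma adjusted p = 0.082) with the replicate block (0.00814). Of the 28 and 8 unmarked ones limma called 4 and 1. These tallies hold Cdkn2b at XLOC_021824 only, the locus nearest to the figure, though its neighbours lie on the strand opposite to the annotated gene. At XLOC_023217 limma also called the unmarked Cdkn2b at 48 h (adjusted p = 1.8e-04). The paper states that knockdown of 14-3-3ζ, by siRNA transfected before differentiation, had no effect on the expression of the remaining isoforms. At 0 h none of the other 5 measured loci passed limma's test, apart from Ywhae with quantile normalization (0.0352). During induction Ywhab was lower at 24 h with the block (−0.20, limma adjusted p = 0.0467, and 0.0917 without it) and at 48 h (130.0 ± 5.18 against 197 ± 29.2 FPKM, SD, n = 4, −0.58, limma adjusted p = 1.7e-05) and Ywhaq at 24 h (−0.24, limma adjusted p = 0.0282) and 48 h (−0.28, limma adjusted p = 0.00721), where with quantile normalization the calls of Ywhaq were lost (0.445 and 0.286). That of 24 h was also lost without si14-3-3ζ 24 h replicate 1 (0.0528), si14-3-3ζ 24 h replicate 2 (0.05), si14-3-3ζ 24 h replicate 3 (0.0606), si14-3-3ζ 24 h replicate 4 (0.0502), siCon 24 h replicate 1 (0.0685) or siCon 24 h replicate 3 (0.0745). At 24 h Ywhae passed with quantile normalization alone (0.0117). At 48 h Ywhah (0.24, limma adjusted p = 0.0852) passed with quantile normalization (0.032), with the block (0.0314) and without si14-3-3ζ 48 h replicate 2 (0.0485), si14-3-3ζ 48 h replicate 4 (0.0102) or siCon 48 h replicate 3 (0.047). The locus of Sfn passed at no time.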

Other observations

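The tests of this part were all planned. Targets of p53 were higher in si14-3-3ζ cells. Of 20 loci, 9, 10 and 17 were higher and 2, 1 and 0 lower at 0, 24 and 48 h (11, 10 and 17 and 2, 2 and 0 when adjusted over the list alone), and limma's camera called the list each time (0.00423, 0.00346 and 2.8e-07, and 0.0963, 0.0963 and 0.00418 with an estimated correlation). The death receptor gene Fas rose by 1.55 at 48 h, the receptor gene Eda2r by 1.89 and Sesn1, a stress-induced regulator of growth, by 1.09 on the log2 scale. Of 28 lysosomal genes 19 were higher and 2 lower at 48 h (the same when adjusted over the list alone, limma's camera 6.4e-07, and 0.0711 with an estimated correlation), among them the prosaposin gene Psap (0.74). At 0 and 24 h 4 and 11 were higher and 6 and 3 lower (limma's camera 0.379 and 0.149, the latter 0.00651 with quantile normalization and 0.00837 by the fry test). At 0 h their median was −0.04, and above 0 with quantile normalization. Of 24 genes of autophagy 12 were higher and 0 lower at 48 h (12 and 1 when adjusted over the list alone, limma's camera 0.00259, and 0.0963 with an estimated correlation), among them the kinase gene Ulk2 (0.54). At 0 and 24 h 0 and 6 were higher and 3 and 3 lower (limma's camera 0.875 and 0.205, the latter 0.00392 by the fry test).

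Of 39 interferon response genes 17 were lower and 0 higher at 0 h (23 lower when adjusted over the list alone, limma's camera 1.6e-10, and 0.332 with an estimated correlation), among them the antiviral gene Rsad2 (−1.65). At 24 h 6 were lower and 1 higher (3 and 1 when adjusted over the list alone, median −0.35, limma's camera 0.0545, and 0.729 with an estimated correlation), and camera called the list with quantile normalization (0.0285) and without si14-3-3ζ 24 h replicate 2 (0.0363), si14-3-3ζ 24 h replicate 4 (8.5e-04), si14-3-3ζ 48 h replicate 2 (0.0489), si14-3-3ζ 48 h replicate 3 (0.0463), siCon 24 h replicate 2 (0.0284) or siCon 24 h replicate 4 (0.00661). At 48 h 12 were higher and 1 lower (7 and 1 when adjusted over the list alone, limma's camera 0.0189, 0.724 with an estimated correlation and 0.115 by the fry test, and a call lost without si14-3-3ζ 48 h replicate 3 (0.125) or siCon 48 h replicate 2 (0.0601)), among them the GTPase gene Gbp2 (1.61). Induction lowered 39 of the 39 in siCon cells by 48 h (median −3.39) and 38 in si14-3-3ζ cells (−2.28). Of 33 genes of oxidative phosphorylation 27 were lower and 0 higher at 48 h (median −0.36, and −0.17 with quantile normalization, 28 when adjusted over the list alone, limma's camera 3.9e-09, and 0.293 with an estimated correlation), among them Uqcrc2 of complex III (−0.68) and Atp5b of the ATP synthase (−0.63). At 0 h 2 were higher and 1 lower, and camera called the list in the other direction (0.0325, 0.679 with an estimated correlation and 0.153 by the fry test), a call lost without si14-3-3ζ 0 h replicate 2 (0.0759) or siCon 0 h replicate 4 (0.101). At 24 h 1 was higher and 2 lower (limma's camera 0.875), and with quantile normalization the list was called as higher (0.00963).

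Cebpd, the gene of C/EBP-δ (XLOC_011771), was higher with knockdown at 24 h (67.6 ± 8.31 against 35.2 ± 7.78 FPKM, SD, n = 4, limma adjusted p = 9.4e-05) and 48 h (134 ± 7.17 against 69.0 ± 14.8, limma adjusted p = 2.8e-05). Ddit3, the gene of CHOP, was lower at 0 h (82.3 ± 20.4 against 172 ± 36.4, limma adjusted p = 0.0023), 24 h (−0.77, limma adjusted p = 0.0132) and 48 h (−0.62, limma adjusted p = 0.0281). Its call at 24 h was lost without si14-3-3ζ 24 h replicate 1 (0.0603) and that at 48 h without si14-3-3ζ 48 h replicate 1 (0.0818), si14-3-3ζ 48 h replicate 4 (0.0827), siCon 48 h replicate 2 (0.0519) or siCon 48 h replicate 3 (0.0905). Foxo1 and the locus that Cebpb shares with A530013C23Rik passed at no time.

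Camera called none of the lists of insulin signalling (3, 3 and 4 higher and 2, 2 and 5 lower of 20), of glucocorticoid and cAMP targets (2, 2 and 3 and 1, 4 and 3 of 21, whose median and test differ in sign at 24 h) and of macrophage markers (0, 0 and 3 and 0, 1 and 0 of 3), though the fry test called the macrophage markers at 24 and 48 h (0.00211 and 8.6e-04).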
